# Age and Diet Affect Gene Expression Profiles in Canine Liver Tissue

**DOI:** 10.1371/journal.pone.0013319

**Published:** 2010-10-12

**Authors:** Dong Yong Kil, Brittany M. Vester Boler, Carolyn J. Apanavicius, Lawrence B. Schook, Kelly S. Swanson

## Abstract

**Background:**

The liver plays a central role in nutrient and xenobiotic metabolism, but its functionality declines with age. Senior dogs suffer from many of the chronic hepatic diseases as elderly humans, with age-related alterations in liver function influenced by diet. However, a large-scale molecular analysis of the liver tissue as affected by age and diet has not been reported in dogs.

**Methodology/Principal Findings:**

Liver tissue samples were collected from six senior (12-year old) and six young adult (1-year old) female beagles fed an animal protein-based diet (APB) or a plant protein-based diet (PPB) for 12 months. Total RNA in the liver tissue was extracted and hybridized to Affymetrix GeneChip® Canine Genome Arrays. Using a 2.0-fold cutoff and false discovery rate <0.10, our results indicated that expression of 234 genes was altered by age, while 137 genes were differentially expressed by diet. Based on functional classification, genes affected by age and/or diet were involved in cellular development, nutrient metabolism, and signal transduction. In general, gene expression suggested that senior dogs had an increased risk of the progression of liver disease and dysfunction, as observed in aged humans and rodents. In particular for aged liver, genes related to inflammation, oxidative stress, and glycolysis were up-regulated, whereas genes related to regeneration, xenobiotic metabolism, and cholesterol trafficking were down-regulated. Diet-associated changes in gene expression were more common in young adult dogs (33 genes) as compared to senior dogs (3 genes).

**Conclusion:**

Our results provide molecular insight pertaining to the aged canine liver and its predisposition to disease and abnormalities. Therefore, our data may aid in future research pertaining to age-associated alterations in hepatic function or identification of potential targets for nutritional management as a means to decrease incidence of age-dependent liver dysfunction.

## Introduction

The liver is the central organ in the regulation of nutrient metabolism, xenobiotic metabolism, and detoxification. Evidence from humans and rodents has indicated that aging leads to a marked change in the liver structure and function [1]. In general, aged liver is characterized by a decline in weight, blood flow, regeneration rate, and detoxification, which have been related to an increased risk of liver abnormalities in the elderly [1]. Moreover, age-associated changes in liver function are expected to be affected by diet because dietary nutrient metabolism is centered in the liver. However, molecular mechanisms underlying the effects of age and diet on liver physiology and pathogenesis remain inconclusive.

Recent advances in microarray technology and bioinformatics allow the analysis of genome-wide gene expression changes, providing a useful link between complex molecular events and physiological responses by identifying specific genes and metabolic pathways involved [2]. Although senior dogs suffer from many of the chronic diseases present in the elderly [3], molecular analyses of canine tissues have been rarely performed. To our knowledge, no data pertaining to a large-scale molecular analysis of the liver tissue in senior vs. young adult dogs have been reported.

As a starting point, our laboratory performed an experiment designed to measure physiological response of healthy adult dogs as a function of age and diet [4]. Young adult or senior dogs were fed either an animal protein-based diet (APB) containing high dietary fat and low fiber or a plant protein-based diet (PPB) containing moderate fat and high fiber. We found that the diet altered nutrient digestibility, blood chemistry, gastrointestinal morphology, and microbial fermentation, with the effects being dependent on age [4], [5]. In previous publications, we reported the effects of age and diet on gene expression alterations in cerebral cortex [6], adipose tissue [7], and skeletal muscle [8] of the dogs that were used by Swanson et al. [4]. In the current experiment, total RNA was isolated from the liver tissue collected from our previous experiment [4], comparing hepatic gene expression profiles as a function of age and diet using commercial canine microarrays. Given the fact that the liver plays a central role in nutrient metabolism and its functionality declines with age, it was hypothesized that hepatic gene expression would be largely dysregulated in senior vs. young adult dogs and this impairment would be exacerbated by feeding APB diet containing animal-derived lipids high in saturated fatty acids and cholesterol.

## Results

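Liver RNA of 12 female beagles was hybridized to canine expression arrays, 1 array per dog, with 3 dogs in each of 4 groups: senior or young adult dogs fed an animal protein-based (APB) or a plant protein-based (PPB) diet for 12 months. The senior dogs were fed a restricted amount and the young adult dogs were growing and fed freely, so age and feeding regime changed together. The paper names a different supplier for the senior and for the young adult dogs, so supplier changed with age as well. The deposited values are log2 expression values made by the authors with GCRMA, which corrects probe background and normalizes the arrays together. They hold 23836 probe sets without controls, and the 13778 with the highest third-highest value over the arrays were tested. Each of these reached a log2 value of 2.85 on at least 3 arrays. A mean per group was fitted with limma, with an empirical Bayes variance and Benjamini-Hochberg adjustment within each contrast. Probe sets with an adjusted p under 0.1 and more than 2-fold were counted as differentially expressed. The model, the thresholds and 34 lists of genes were chosen before the data were examined, and the 30 lists with at least 5 measured genes were tested with camera from limma. The paper's tables had been seen. A list that holds genes of these tables, such as glycolysis with PFKFB3, is therefore not a fully independent test. An exact permutation test of 3 dogs against 3 cannot go below p = 0.10, and the number of arrays limits the precision. The array also carries probe sets at the 3' and 5' ends of control transcripts, whose difference widens when RNA is degraded or incompletely copied. Over actin, GAPDH, glucose-6-phosphate dehydrogenase and a cytochrome P450 the mean 3' minus 5' difference in log2 units was 5.18 ± 1.76 (SD, n = 3) in senior dogs fed APB and 3.66 ± 1.18 (SD, n = 3) in senior dogs fed PPB. It was 7.46 ± 2.68 (SD, n = 3) in young adult dogs fed APB and 4.39 ± 0.885 (SD, n = 3) in young adult dogs fed PPB. Young APB dogs 1 and 2 had differences of 9.21 and 8.80, and young APB dog 3 had 4.37. The first principal component of the tested probe sets, with 42.5% of the variance, followed this difference over the 12 arrays (Pearson r = 0.969, permutation p = 1e-05, the smallest that the permutations can give; Spearman rho = 0.881, permutation p = 0.00035). Without young APB dogs 1 and 2, r was 0.907.

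**Figure D1:**
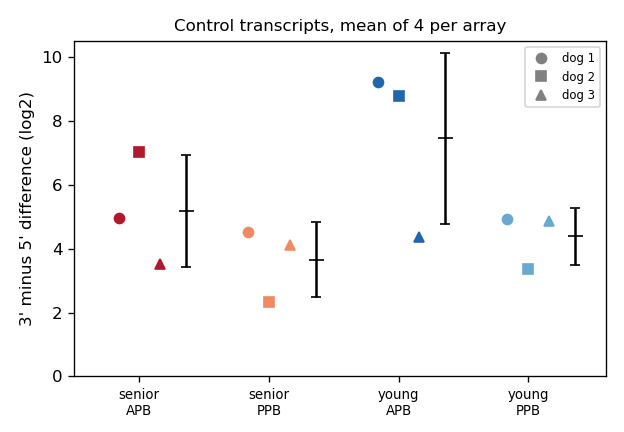
The 3' minus 5' difference of the control transcripts in log2 units (vertical axis) for each dog by age and diet group (horizontal axis), with the group mean and SD in black. Young APB dogs 1 and 2 lie at 9.21 and 8.80, above the other dogs.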

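In dogs fed PPB, 6 probe sets were higher and 1 was lower in senior dogs. The higher ones belong to GBGT1, a glycosyltransferase of glycolipid synthesis, RDH16, a retinol dehydrogenase, and the loci LOC476006 and LOC607080. In dogs fed APB, 2 probe sets without a gene name were lower in senior dogs and none was higher, with 1317 at an unadjusted p under 0.05 in limma. Counting either diet, 8 probe sets passed for age, 6 higher and 2 lower. No probe set passed for diet in limma, with 405 at an unadjusted p under 0.05 in senior dogs and 1347 in young adult dogs. At an unadjusted p under 0.005, a threshold chosen after seeing the data, 230 probe sets differed by age (74 higher and 156 lower in senior dogs). At that threshold 139 differed by diet (66 higher and 73 lower with APB). The age and the diet count each join 2 contrasts, and chance alone gives 68.9 in each contrast. The single contrasts had 164 for age with APB, 81 for age with PPB, 21 for diet in senior dogs and 119 in young adult dogs. Single arrays moved the counts. Young APB dog 3 is the one whose removal leaves the pair of young APB arrays with wide 3' minus 5' differences. For age on either diet the count was 1 without senior APB dog 1, 4 without senior APB dog 3 or young PPB dog 2, 59 without senior PPB dog 1, 3 without senior PPB dog 2 or senior PPB dog 3 and 855 without young APB dog 3. In dogs fed APB it was 1 without senior APB dog 1 or senior APB dog 3, 6 without senior APB dog 2, 5 without young APB dog 1, 854 without young APB dog 3 and 4 without young PPB dog 1 or young PPB dog 2, and in dogs fed PPB 1 without senior APB dog 1 or senior APB dog 2, 4 without senior APB dog 3 or young PPB dog 1, 58 without senior PPB dog 1 and 0 without senior PPB dog 2, senior PPB dog 3 or young PPB dog 2. For diet at either age the count was 1 without senior APB dog 3, young APB dog 1, young APB dog 2, young PPB dog 1 or young PPB dog 2, 3 without senior PPB dog 1, 960 without young APB dog 3 and 4 without young PPB dog 3. With the number of the dog within its group as a block, the count for age in dogs fed PPB was 0. That number is the replicate number of the sample labels. Neither the labels nor the paper say that dogs of the same number belong together. A weight estimated for each array gave 513 for age on either diet and 760 for diet at either age.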

Based on a 2.0-fold change cutoff and FDR <0.10, a total of 371 gene transcripts were differentially expressed by age (234 genes) and/or diet (137 genes), according to the pre-planned statistical screening methods (Table 1). 

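Averaged over both diets, 8 probe sets were higher and 2 were lower in the 6 senior dogs than in the 6 young adult dogs at an adjusted p under 0.1 and more than 2-fold in limma. The higher ones belong to WFDC2, GBGT1, LOC607080, LOC476006 with 3 probe sets and GPM6A, a neuronal membrane glycoprotein, with 2 probe sets. By the probe set of GPM6A with the larger difference it was 7.27 ± 0.42 (SD, n = 3) in senior dogs fed APB and 7.60 ± 0.52 (SD, n = 3) in senior dogs fed PPB. In young adult dogs it was 4.14 ± 1.05 (SD, n = 3) with APB and 4.54 ± 0.43 (SD, n = 3) with PPB, a log2 fold change of 3.09 for age (standard error 0.36, limma adjusted p = 0.015). It passed in all of 30 alternatives but the one that takes the gene's probe set of highest mean with no filter (0.12), with a range of 0.0012 to 0.12. The other probe set of GPM6A gave 2.47 (limma adjusted p = 0.048), a call that was lost without senior APB dog 2 (0.12), senior APB dog 3 (0.14), senior PPB dog 3 (0.15), young APB dog 1 (0.15) or young APB dog 2 (0.1), with no filter on dim probe sets (0.12), adjusted over the 4 group contrasts together (0.11), without young APB dogs 1 and 2 (0.19) or without young APB dogs 1 and 2 and senior APB dog 2 (0.38), the settings without several dogs being chosen after seeing the data, with a range of 0.017 to 0.38 over 29 alternatives. Averaged over both ages, no probe set passed for diet in limma, with 1151 at an unadjusted p under 0.05. With a weight estimated for each array, 579 passed for diet averaged over ages and 455 for age averaged over diets. The smallest adjusted p for diet was 0.104 in young adult dogs and 0.945 in senior dogs. The age count averaged over diets was 144 without senior PPB dog 1, with 47 higher and 97 lower in senior dogs. Without young APB dog 3 it was 412 (295 higher and 117 lower). Without young PPB dog 3 it was 33 (8 higher and 25 lower). At an unadjusted p under 0.005, a threshold chosen after seeing the data, 72 were higher and 195 lower. The diet count averaged over ages was 484 without young APB dog 3.

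**Figure D2:**
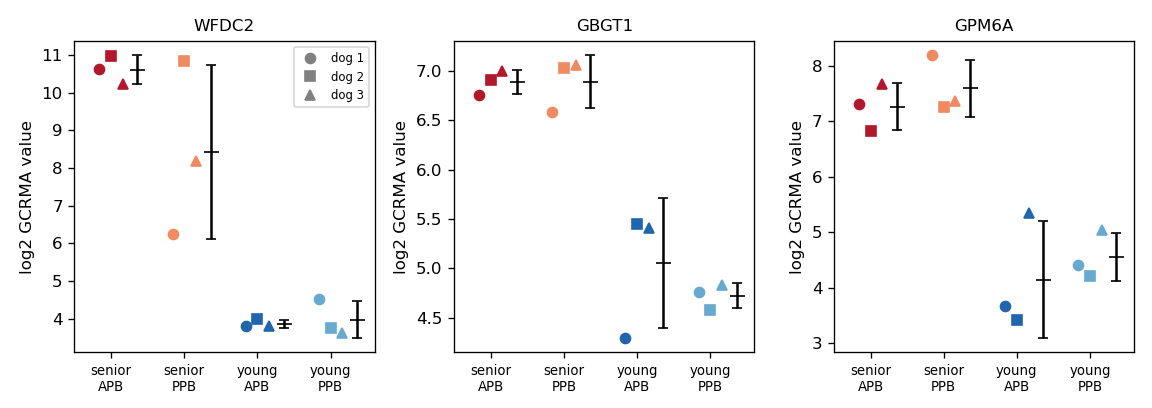
Log2 expression (vertical axes) of WFDC2, GBGT1 and GPM6A for each dog by age and diet group (horizontal axes), with the group mean and SD in black. All 6 senior dogs lie above all 6 young adult dogs for the 3 genes.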

The heat map in Figure 1 indicates significant and consistent gene expression changes due to age, and within age groups dietary treatment had a greater impact on gene expression changes in young dogs than in senior dogs. However, when genes altered by diet were clustered, inconsistent pattern was observed (Figure 2). 

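Of the 32 genes of the paper's diet tables in young adult dogs whose probe set was found, 7 were higher and 25 lower with APB. None passed at an adjusted p under 0.1 in limma, and all 32 had an unadjusted p under 0.005. All 32 passed when adjusted over the list alone, but the genes were picked on these arrays, so this is not independent evidence. The diet groups did not overlap for any of them, a separation that chance gives to 10% of probe sets with 3 dogs against 3. Their median size was 1.56 on the log2 scale, 1.07 with the 3' minus 5' difference of the control transcripts as a covariate and 0.88 without young APB dogs 1 and 2, both settings added after seeing the data. At an unadjusted p under 0.005, 5 of the genes remained with the covariate. Without young APB dog 3, 32 of the genes passed in limma, and without young PPB dog 3 1 passed. Other probe sets of the same genes gave less uniform values: of 22 genes with another tested probe set, 3 had one that also differed more than 2-fold in the same direction. The 22 genes include some whose other probe set lay near the background, such as LIFR (2.63 with either diet) and RIMS2 (3.00 with APB and 2.87 with PPB). Such probe sets could hardly show a difference, so the count does not measure disagreement between probe sets alone.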

Following removal of unannotated genes and duplicate probe sets of the same gene, 89 genes were identified as being differentially expressed by age (53 genes) and/or diet (36 genes). 

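The probe sets that passed for age on either diet and carry a gene name belong to 4 genes, all higher in senior dogs. LOC607080 was 9.67 ± 0.26 (SD, n = 3) in senior dogs fed PPB and 3.66 ± 0.52 (SD, n = 3) in young adult dogs fed PPB, a log2 fold change of 6.01 (standard error 0.80, limma adjusted p = 0.069). Its fold equals the paper's value for MUSTN1 within 1%, and the annotation used here does not pair it with that symbol. Its probe set was found by a search for folds equal to the paper's, so the match is not independent evidence. The call was lost with the number of the dog within its group as a block (limma adjusted p = 0.17), with no filter on dim probe sets (0.14), adjusted over the 4 group contrasts together (0.15), at an adjusted p under 0.05 (0.069), in the 6 PPB arrays with the block (chosen after seeing the data) (0.14) and without senior APB dog 1 (0.20), senior APB dog 2 (0.16), senior APB dog 3 (0.16), senior PPB dog 2 (0.42), senior PPB dog 3 (0.29), young PPB dog 1 (0.24), young PPB dog 2 (0.27) or young PPB dog 3 (0.15), and over 31 alternatives the adjusted p ranged from 0.00011 to 0.42.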

Twenty five genes were up-regulated (Tables 2 and 3) and 28 genes were down-regulated (Tables 4 and 5) with increased age. 

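Among the paper's age genes that have a probe set with a matching name, 15 were higher and 21 lower in senior dogs fed APB than in young adult dogs fed APB. In dogs fed PPB 11 were higher and 7 lower in senior dogs. GBGT1 and RDH16 rose in dogs fed PPB at an adjusted p under 0.1 in limma, and none passed in dogs fed APB, where the smallest adjusted p was 0.15. At an unadjusted p under 0.005 the count was 36 of 36 with APB and 17 of 18 with PPB, and the same numbers passed when adjusted over the list alone. The lists were chosen on these dogs, so these counts are not independent evidence. The groups did not overlap for 36 and 17 of them, where chance gives 10%. ANXA2, an annexin that binds phospholipids, was 6.60 ± 1.12 (SD, n = 3) in senior dogs fed APB and 3.64 ± 0.08 (SD, n = 3) in young adult dogs fed APB (log2 fold change 2.97, standard error 0.75, limma adjusted p = 0.35). EPB41, a membrane skeleton protein, was lower in senior dogs fed APB (log2 fold change -1.17, standard error 0.17, limma adjusted p = 0.15). After adding the 3' minus 5' difference as a covariate, 20 of the genes with APB and 10 with PPB had an unadjusted p under 0.005. The number that passed with APB was 1 without senior PPB dog 1, senior PPB dog 2, young APB dog 1 or young PPB dog 1, 33 without young APB dog 3 and 2 without young PPB dog 2, and with PPB 0 without senior APB dog 1, senior APB dog 2, senior APB dog 3, senior PPB dog 2, senior PPB dog 3, young PPB dog 1, young PPB dog 2 or young PPB dog 3, 6 without senior PPB dog 1, 1 without young APB dog 1 and 3 without young APB dog 3. For EPB41 the limma adjusted p ranged from 0.011 to 0.61 over 30 alternatives. The other tested probe sets of ANXA2 gave 2.43 and 0.27.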

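In young adult dogs, RIMS2, a vesicle exocytosis protein, was 4.69 ± 0.34 (SD, n = 3) in dogs fed APB and 3.35 ± 0.37 (SD, n = 3) in dogs fed PPB (log2 fold change 1.33, standard error 0.24, limma adjusted p = 0.43). PIPOX, a peroxisomal oxidase of pipecolic acid and sarcosine, was also higher with APB (log2 fold change 1.07, standard error 0.24, limma adjusted p = 0.48). GALNT13, a glycosyltransferase that starts mucin-type glycans, was lower with APB, at 2.38 ± 0.01 (SD, n = 3) in dogs fed APB and 3.42 ± 0.27 (SD, n = 3) in dogs fed PPB (log2 fold change -1.04, standard error 0.13, limma adjusted p = 0.104). ATG12, an autophagy protein, was lower with APB as well (log2 fold change -2.24, standard error 0.55, limma adjusted p = 0.48). With the 3' minus 5' difference of the control transcripts as a covariate the log2 fold changes were 1.07 for RIMS2, 1.36 for PIPOX, -1.08 for GALNT13 and -1.26 for ATG12. The limma adjusted p for diet in young adult dogs without young APB dog 3 was 0.027 for RIMS2 (0.027 to 1 over its alternatives), 0.069 for PIPOX (0.044 to 1 over its alternatives) and 0.014 for ATG12 (0.014 to 1 over its alternatives). With single dogs left out, the limma adjusted p of GALNT13 for diet in young adult dogs was 0.008 without young APB dog 3 and 0.082 without young PPB dog 3 (0.008 to 0.99 over 30 alternatives). Other tested probe sets gave 0.13 for RIMS2, -0.04 for PIPOX, -0.36 for GALNT13 and -0.02 and 0.15 for ATG12. Those of RIMS2 (3.00 with APB and 2.87 with PPB) and PIPOX (3.08 with APB and 3.11 with PPB) lay near the background. Their small differences therefore say little about these genes. All 3 values of GALNT13 with APB lay below 2.85, the level that every tested probe set reaches on 3 arrays, so that group is at background and the size of its fold is not resolved.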

Nine genes were up-regulated (Table 6) and 27 genes were down-regulated (Tables 7 and 8) in dogs fed the APB vs. PPB diet.

**Figure 1:**
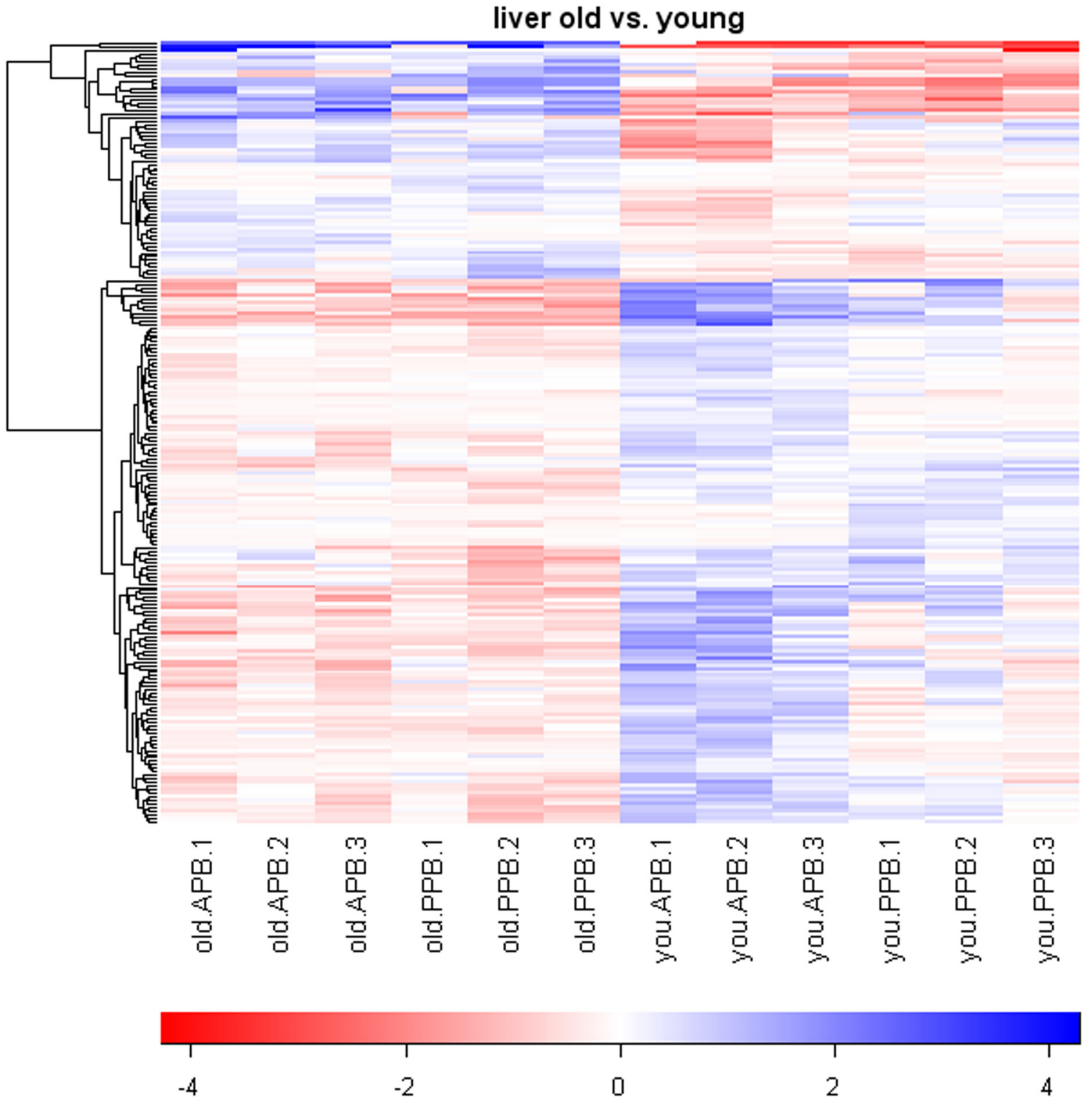
Heatmap of senior vs. young adult dog pairwise comparisons. Values are the GCRMA-processed probe set value (Log_2_ scale) minus the mean value for that probe set across all arrays. The dendrogram was created by hierarchical cluster analysis.

**Figure 2:**
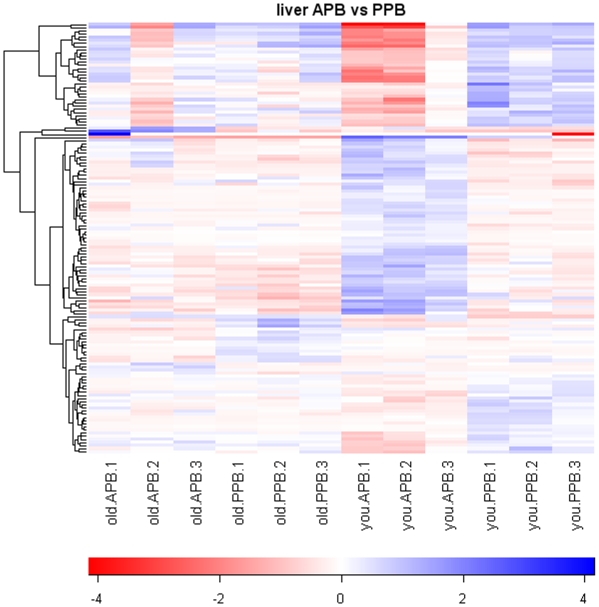
Heatmap of animal-protein based diet (APB) vs. plant-protein based diet (PPB) pairwise comparisons. Values are the GCRMA-processed probe set value (Log_2_ scale) minus the mean value for that probe set across all arrays. The dendrogram was created by hierarchical cluster analysis.

**Table 1:** Global view of liver gene expression alterations in senior vs. young adult dogs fed an animal protein-based diet (APB) or plant protein-based diet (PPB).

	Number of gene transcripts altered^1^	Number of annotated genes altered^2^
Total genes differentially expressed	371 (2.7%)	89
Age-associated alterations	234 (1.7%)	53
Up-regulated	76	25
Down-regulated	158	28
Diet-associated alterations	137 (1.0%)	36
Up-regulated	65	9
Down-regulated	72	27

1 Values in the parenthesis represent the percentage of gene transcripts differentially expressed in relation to the total number of genes expressed in the liver tissue (13,778 genes).

2 Number of annotated and non-redundant genes that had >2.0 fold-change in gene expression.

**Table 2:** Up-regulated cell growth and development-, cellular metabolism-, and cell signaling and signal transduction-associated genes in hepatic tissue of senior vs. young adult dogs fed an animal protein-based (APB) or plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	APB	PPB
**Cell growth and development**				
Tumor marker	WAP four-disulfide core domain 2	WFDC2	107.0	21.97
Cell adhesion	CD99 molecule	CD99	3.17	
p53 in cell cycle arrest	G-2 and S-phase expressed 1	GTSE1		2.24
**Cellular metabolism**				
Amino acid metabolism	D-amino-acid oxidase	DAO	2.67	
Carbohydrate metabolism	Phosphofructokinase	PFKP		4.27
Carbohydrate metabolism	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase3	PFKFB3		3.10
Lipid metabolism	Fatty acid desaturase 3	FADS3	4.91	
Lipid metabolism	Retinol dehydrogenase 16	RDH16		2.38
Glycolipid synthetic process	Forssman glycolipid synthetase (FS)	GBGT1	3.59	4.49
Glyoxylate and dicarboxylate metabolism	Hydroxyacid oxidase 2	HAO2	2.12	
Xenobiotic metabolism (detoxification)	Glutathione S-transferase, pi 1	GSTP1	4.41	12.60
Xenobiotic metabolism	Carboxylesterase 2	CES2	3.87	
**Cell signaling and signal transduction**				
RAS signaling pathway	RAS guanyl releasing protein 1	RASGRP1		2.63

**Table 3:** Up-regulated cellular trafficking and protein processing-, immune and stress response-, and transcription-translation-associated genes in hepatic tissue of senior vs. young adult dogs fed an animal protein-based (APB) or plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	APB	PPB
**Cellular trafficking and protein processing**				
Transmembrane transport	Peroxisomal membrane protein 69	ABCD4	3.13	
Synaptic transmission	Synaptophysin-like 1	SYPL1	2.11	
Protein ubiquitination	Ubiquitin-like 1 activating enzyme E1A	SAE1		2.27
**Immune and stress response**				
Immune response	Galectin-2	LGALS2	2.07	
Immune response	Ig heavy chain V-III region VH26 precursor	LOC607467		9.66
**Transcription-translation**				
Transcription	Ribosomal protein L6	RPL6	3.53	
Telomere maintenance	Telomeric repeat binding factor 2 interacting protein 1	TERF2IP	2.73	
**Miscellaneous and unknown**				
Muscle growth	Musculoskeletal, embryonic nuclear protein 1	MUSTN1		64.66
Calcium channel activity	Glycoprotein M6A	GPM6A	8.73	8.32
Fibrinolysis	Annexin A2	ANXA2	7.82	
Unknown	FUN14 domain containing 2	FUNDC2		2.45
Unknown	Transmembrane 6 superfamily member 1	TM6SF1	3.82	

**Table 4:** Down-regulated cell growth and development-, cellular metabolism-, and cell signaling and signal transduction-associated genes in hepatic tissue of senior vs. young adult dogs fed an animal protein-based (APB) or plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	APB	PPB
**Cell growth and development**				
Cell adhesion	Coxsackie virus and adenovirus receptor	CXADR	−2.69	
Cytoskeleton organization	Erythrocyte surface protein band 4.1	EPB41	−2.25	
Cell cycle	DIP13 beta	APPL2	−2.40	
**Cellular metabolism**				
ATP synthesis	ATPase II	ATP8A1	−4.22	
Glycogen metabolism	Glycogen synthase kinase-3 beta (GSK-3 beta)	GSK3B	−2.26	
AA metabolism	Asparagine synthetase domain containing 1	ASNSD1		−2.00
Tryptophan metabolism (catabolism)	Kynurenine 3-monooxygenase	KMO		−2.48
Cholesterol homeostasis	Niemann-Pick disease, type C1	NPC1	−2.05	
Xenobiotic metabolism	UDP glucuronosyltransferase 2 family, polypeptide B15	UGT2B15		−3.30
Aldehyde metabolism	Aldehyde dehydrogenase 1 family, member A1	ALDH1A1		−2.29
**Cell signaling and signal transduction**				
TGF-β signaling pathway	Follistatin	FST	−5.39	−3.73
TGF-β signaling pathway	Thrombospondin 1 precursor	THBS1	−4.28	
Androgen receptor signaling pathway	Nuclear receptor coactivator 2	NCOA2	−4.08	−3.00
Phosphatidylinositol signaling pathway	Inositol polyphosphate 1-phosphatase (IPPase) (IPP)	INPP1	−3.05	
Leukemia inhibitory factor signaling pathway	Leukemia inhibitory factor receptor alpha	LIFR	−2.39	

**Table 5:** Down-regulated cellular trafficking and protein processing-, immune and stress response-, and transcription-translation-associated genes in hepatic tissue of senior vs. young adult dogs fed an animal protein-based (APB) or plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	APB	PPB
**Cellular trafficking and protein processing**				
Endoplasmic reticulum organization	Atlastin GTPase	ATL2		−2.92
Transport	Golgi phosphoprotein 4	GOLIM4	−3.63	
Protein transport	Solute carrier family 15 (H+/peptide transporter)	SLC15A2	−3.22	
Protein transport	Regulating synaptic membrane exocytosis protein 2	RIMS2	−3.03	
Proteolysis	Nardilysin precursor (N-arginine dibasic convertase)	NRD1	−2.13	
Ion transport	Six transmembrane epithelial antigen of the prostate 2	STEAP2		−2.67
**Immune and stress response**				
Immune response	Galectin 8	LGALS8	−4.56	
Immune response	IgA heavy chain constant region	IGHAC	−4.24	
**Transcription-translation**				
Transcription	CG32045-PB, isoform B	FRY	−5.06	
Translation	Eukaryotic translation initiation factor 4E type 3	LOC611215	−3.01	
Histone acetylation	Enhancer of polycomb homolog 1 isoform 2	EPC1	−2.45	
**Miscellaneous and unknown**				
Unknown	Spermatogenesis associated, serine-rich 2	SPATS2	−2.13	
Unknown	CG7020-PA	DIP2B	−2.19	

**Table 6:** Up-regulated genes in hepatic tissue of senior and young adult dogs fed an animal protein-based (APB) vs. plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	Senior	Young
**Cell growth and development**				
Cytoskeleton organization	PDZ and LIM domain 3	PDLIM3	3.08	
Cytoskeleton organization	Erythrocyte surface protein band 4.1	EPB41		2.07
**Cellular metabolism**				
Tetrahydrofolate metabolism	Pipecolic acid oxidase	PIPOX		2.10
Aldehyde metabolism	Aldehyde dehydrogenase 1 family, member A1	ALDH1A1	2.18	
**Cell signaling and signal transduction**				
G-protein mediated signal pathway	Regulator of G-protein signaling 10 (RGS10)	RGS10		2.39
Leukemia inhibitory factor signaling pathway	Leukemia inhibitory factor receptor alpha	LIFR		2.06
**Cellular trafficking and protein processing**				
Protein transport	Golgi phosphoprotein 4	GOLIM4		3.47
Protein transport	Regulating synaptic membrane exocytosis protein 2	RIMS2		2.52
**Miscellaneous and unknown**				
Unknown	CG7020-PA	DIP2B		2.15

**Table 7:** Down-regulated cell growth and development-, cellular metabolism-, and immune and stress response-associated genes in hepatic tissue of senior and young adult dogs fed an animal protein-based (APB) vs. plant protein-based (PPB) diet.

			Fold Change	
Functional classification	Gene name	Symbol	Senior	Young
**Cell growth and development**				
Tumor suppressor	Major facilitator superfamily domain containing 2A	MFSD2A	−2.53	
Autophagy	Autophagy protein 12-like (APG12-like) (ATG12)	ATG12		−4.73
Cell cycle	Cell cycle associated protein 1	CAPRIN1		−4.17
Cell cycle	Retinoblastoma binding protein 4	RBBP4		−3.74
Cell death	TAR DNA binding protein isoform 4	TARDBP		−2.22
**Cellular metabolism**				
ATP synthesis	ATP synthase gamma chain, mitochondrial	ATP5C1		−4.73
AA metabolism	Branched-chain alpha-keto acid dehydrogenase E1 component beta chain	BCKDHB		−3.72
CHO metabolism	Pyruvate dehydrogenase protein X component, mitochondrial precursor	PDHX		−2.38
Lipid metabolism	N-acylsphingosine amidohydrolase (acid ceramidase) 1	ASAH1		−10.63
Glucocorticoid metabolism	Hydroxysteroid (11-beta) dehydrogenase 1	HSD11B1		−4.69
O-linked glycosylation	GalNAc transferase 13	GalNAc-T13		−2.05
Xenobiotic metabolism	UDP-glucuronosyltransferase 2A1 precursor, microsomal	UGT2A1		−4.15
**Immune and stress response**				
Immune response	Ectonucleotide pyrophosphatase/phosphodiesterase 2	ENPP2		−2.82
Oxidative stress	Superoxide dismutase [Mn], mitochondrial precursor	SOD2		−2.22
Oxidative stress	Catalase	CAT		−2.22

**Table 8:** Down-regulated cell signaling and signal transduction-, cellular trafficking and protein processing-, and transcription-translation-associated genes in hepatic tissue of young adult dogs fed an animal protein-based (APB) vs. plant protein-based (PPB) diet.

Functional classification	Gene name	Symbol	Fold Change
**Cell signaling and signal transduction**			
Neurotropin signaling pathway	Mitochondrial import stimulation factor L subunit	YWHAE	−16.21
Hepatocyte growth factor receptor signaling pathway	Met proto-oncogene (hepatocyte growth factor receptor)	MET	−3.33
Wnt signaling pathway	Ras-like protein TC25	RAC1	−3.65
Wnt signaling pathway	Calcineurin A2	PPP3CB	−2.42
Wnt signaling pathway	HMG-box transcription factor 1	HBP1	−2.16
**Cellular trafficking and protein processing**			
Transport	Synaptophysin-like 1 isoform b	SYPL1	−2.26
Protein secretion	Protein disulfide-isomerase A4	PDIA4	−5.35
Protein transport	Ras-related protein Rab-18	RAB18	−4.37
Protein binding	Multiple PDZ domain protein	MPDZ	−3.10
Protein binding	TIP41, TOR signaling pathway regulator-like	TIPRL	−2.55
**Transcription-translation**			
Transcription	Mediator complex subunit 28	MED28	−4.72
Telomere maintenance	Telomeric repeat binding factor 2 interacting protein 1	TERF2IP	−3.26

For validation of microarray data, 5 genes (WFDC2, PFKP, FADS3, GBGT1, and NCOA2) identified to be differentially expressed by age in microarray analysis were selected and validated by quantitative real-time PCR (qRT-PCR) according to methods described previously [9]. Although the magnitude of fold change by microarray vs. qRT-PCR was variable, the direction in gene expression change was identical between the 2 methods (data not shown).

Hepatic lipid composition is presented in Table 9. Senior dogs had greater (P<0.01) concentrations of total lipids and total monounsaturated fatty acids and had a tendency for greater concentrations of total saturated fatty acids (P = 0.09) and total polyunsaturated fatty acids (P = 0.06) as compared to young adult dogs. Despite differences in diet composition and diet-associated blood cholesterol changes as observed in our previous experiment [4], however, diet did not alter hepatic lipid composition in either senior or young adult dogs. No significant interaction between age and diet was observed for hepatic lipid composition.

**Table 9:** Hepatic lipid composition in senior vs. young adult dogs fed an animal protein-based (APB) or plant protein-based (PPB) diet^1^.

	Senior dogs		Young dogs			P – value^2^	
Lipid compositions	APB	PPB	APB	PPB	SEM	Age	Diet
Total lipids	178.2	157.8	120.6	114.7	10.80	<0.01	0.26
Total SAT	100.5	94.9	85.3	81.2	7.38	0.09	0.53
Total MUFA	64.7	52.7	31.5	29.0	5.76	<0.01	0.24
Total PUFA	13.0	10.1	3.8	4.5	3.40	0.06	0.76

1 Values for lipid concentrations are presented as mg/g DM of tissue (n = 3 per treatment).

2 No age×diet interactions were significant (P>0.05).

## Discussion

### Global alterations in gene expression due to age and diet

Of the 13,778 genes expressed in liver tissue, 1.7% (234/13,778) of gene transcripts were differentially expressed by age, while 1.0% (137/13,778) of gene transcripts were altered by diet in this experiment. This observation that a relatively small number of genes was altered by age and diet in these dogs is in agreement with our previous microarray data for cerebral cortex [6], abdominal adipose [7], and skeletal muscle [8] tissues of the same dogs. Therefore, it may be implicated that physiological alteration in the liver due to age and diet, as reported in other body tissues, is likely achieved by a small number of genes and their transcriptional alterations [10]. Age*diet interactions appeared to be present because age-associated gene expression changes in the liver were more common in dogs fed APB (38 genes) than for dogs fed PPB (21 genes). 

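The interaction of age and diet was tested as the age difference with APB minus that with PPB. No probe set passed at an adjusted p under 0.1 in limma, with 499 at an unadjusted p under 0.05 and a smallest adjusted p of 0.808. Among the paper's genes, the interaction had an unadjusted p under 0.05 for 14 of 36 age genes with APB and 2 of 18 with PPB. These genes were picked on the same dogs for an age difference on one diet, which by itself lowers the p of the interaction, so the counts are not independent evidence of it. TERF2IP, a telomere-binding protein, was 6.10 ± 0.53 (SD, n = 3) in senior dogs fed APB and 4.66 ± 0.47 (SD, n = 3) in young adult dogs fed APB, and its interaction was 1.98 on the log2 scale (limma unadjusted p = 0.0014). The limma adjusted p of TERF2IP for age with APB was 0.02 without young APB dog 3 (0.02 to 1 over 31 alternatives). Another probe set of TERF2IP, the one of highest mean, gave an age difference with APB of -0.44. Markers of stellate cells and fibroblasts lay lower as a list in the interaction, with a median of -0.55 and 3 of 14 measured genes above 0 (limma camera adjusted p = 0.0075 with a preset correlation, adjusted p = 0.93 with an estimated correlation). Over all probe sets none of its genes passed in limma, with 3 at an unadjusted p under 0.05, and none passed when adjusted over the list alone. The median of the list was -0.46 with the 3' minus 5' difference as a covariate and -0.25 without young APB dogs 1 and 2. Endothelial markers lay lower as well, with a median of -0.81, with 0 of 5 genes above 0 (limma camera adjusted p = 0.21 with a preset correlation), which did not pass. The stellate cell list did not pass without senior APB dog 3 (camera adjusted p = 0.065) or senior PPB dog 2 (camera adjusted p = 0.17). Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.00031 to 0.93. Nor did it pass without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.25, median -0.40), chosen after seeing the data. The interaction count was 1 without senior PPB dog 1 and 178 without young APB dog 3. From the larger number of age-associated genes with APB than with PPB, the paper reasons that age and diet appear to interact.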

We speculate that because APB had a greater concentration of protein and lipid than PPB, it put more pressure on the liver to metabolize dietary protein and lipids.

### Age-associated alterations in gene expression

The WAP four-disulfide core domain 2 (WFDC2) was greatly up-regulated in senior dogs consuming APB (107.0 fold) or PPB (21.97 fold) in this experiment. 

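WFDC2, a secreted whey acidic protein with protease inhibitor domains, was 10.61 ± 0.38 (SD, n = 3) in senior dogs fed APB and 3.87 ± 0.10 (SD, n = 3) in young adult dogs fed APB on the log2 scale. In dogs fed PPB it was 8.43 ± 2.30 (SD, n = 3) in senior dogs and 3.97 ± 0.49 (SD, n = 3) in young adult dogs. The log2 fold change was 6.74 with APB (standard error 0.90, limma adjusted p = 0.15) and 4.46 with PPB (limma adjusted p = 0.49). Averaged over both diets it rose by 5.60 (standard error 0.64, limma adjusted p = 0.015), and 6 of 6 senior dogs lay above every young adult dog. With the 3' minus 5' difference as a covariate the average was 5.40 (limma adjusted p = 0.08), and without young APB dogs 1 and 2 it was 5.63 (limma adjusted p = 0.12, past the threshold no longer), settings chosen after seeing the data. Leaving out senior APB dog 2 as well gave 5.54 (limma adjusted p = 0.26). Leaving out each dog in turn, the log2 fold change with APB ranged from 6.56 to 6.94, so its size did not depend on single dogs. Its adjusted p did. Senior dogs fed PPB are not part of that comparison, but they enter the variance shared by the groups. With single dogs left out, the limma adjusted p of WFDC2 for age with APB was 0.015 without senior PPB dog 1, 0.0024 without senior PPB dog 2 and 0.014 without young APB dog 3 (0.0024 to 0.51 over 30 alternatives). With PPB the outcome depended on 1 dog. The limma adjusted p of WFDC2 for age with PPB was 0.037 without senior PPB dog 1 (0.017 to 0.91 over 31 alternatives). The averaged adjusted p ranged from 0.0012 to 0.26 over 29 alternatives. A dimmer tested probe set of WFDC2 gave 0.67 with APB and 0.14 with PPB.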

The up-regulation of WFDC2 gene has been considered an early biomarker for carcinogenesis, especially for ovarian and pancreatic cancers [11]. It has also been reported that WFDC2 is involved in inflammatory responses and host defense, and its activity is increased in chronically inflamed lungs with cystic fibrosis [12]. Increased expression of genes related to inflammation and immune response was also observed in other tissues from these dogs [6], [7], [8]. In our previous experiment [4], senior dogs fed APB had a greater concentration of blood cholesterol than those fed PPB diet. Increased blood cholesterol concentration has been related to an increased risk of liver inflammation and cystic fibrosis [13]. This may explain why the magnitude of change in WFDC2 gene expression was greater in senior dogs fed APB as compared to those fed PPB. 

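The 3 senior dogs fed PPB differed widely in WFDC2, at 6.25, 10.84 and 8.20, and senior PPB dog 2 lay within the range of the senior dogs fed APB, 10.22 to 10.98. The age difference with APB exceeded that with PPB by 2.28 on the log2 scale (limma unadjusted p = 0.11 for the interaction), which did not pass the test.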

Although physiological significance of WFDC2 in the liver has yet to be identified and dogs used in this experiment were all clinically healthy, it may be worthy to study this gene as a potential biomarker for the progression of liver dysfunction.

Several genes associated with cellular metabolism of amino acids, carbohydrates, lipids, or xenobiotics were affected by age. 

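DAO, the peroxisomal oxidase of D-amino acids, was 6.97 ± 0.54 (SD, n = 3) in senior dogs fed APB and 5.55 ± 0.57 (SD, n = 3) in young adult dogs fed APB (log2 fold change 1.42, standard error 0.33, limma adjusted p = 0.29). The lowest senior dog lay above the highest young adult dog fed APB. Adjusted for the 3' minus 5' difference, the log2 fold change was 1.05, and without young APB dogs 1 and 2 it was 0.78. DAO had, for age with APB, a limma adjusted p of 0.017 without young APB dog 3 (0.017 to 1 over 30 alternatives).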

The up-regulation (2.67 fold) of the D-amino acid oxidase (DAO) gene in senior dogs agrees with previous results of increased DAO activity in the liver of aged rats [14]. This response has been hypothesized to be due to an increased need for detoxification of D-amino acids that may accumulate during aging [14]. 

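In dogs fed PPB, KMO was 9.50 ± 0.39 (SD, n = 3) in senior dogs and 10.81 ± 0.42 (SD, n = 3) in young adult dogs, which is a log2 fold change of -1.31 (standard error 0.34, limma adjusted p = 0.66). The enzyme hydroxylates kynurenine on the way from tryptophan to nicotinic acid. Its interaction of age and diet was 0.40 on the log2 scale (limma unadjusted p = 0.43).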

The expression of kynurenine 3-monooxygenase (KMO), a key enzyme associated with tryptophan catabolism, was down-regulated (2.48 fold) in senior dogs fed PPB. Age-associated decline in KMO activity was also reported in the rat liver [15]. It is suggested that decreased nicotinic acid synthesis as a result of disturbed tryptophan (kynurenine) catabolism with age may be a reason for age-associated abnormalities (e.g., impaired glucose tolerance) in the liver and other body organs [15].

Genes associated with the glycolytic pathway were differentially expressed in this experiment. 

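Genes of glycolysis lay higher in senior dogs averaged over both diets, with 12 of 15 measured genes above 0 and a median log2 fold change of 0.20 (limma camera adjusted p = 0.035 with a preset correlation, adjusted p = 0.55 with an estimated correlation). Its genes included 2 at an unadjusted p under 0.05 in limma but none that passed over all probe sets, and none passed when adjusted over the list alone. The members with the smallest p were PFKFB3, ENO1, GAPDH and TPI1. PFKFB3 is a gene of the paper's tables, picked on these arrays, so the list is not a fully independent test. Enolase ENO1 had a log2 fold change of 0.30 (standard error 0.13, limma adjusted p = 0.4). Taking the 3' minus 5' difference as a covariate, the log2 fold change of GAPDH went from 2.29 to 0.74 and the median of the list to 0.10. The list did not pass without senior APB dog 3 (camera adjusted p = 0.086), young APB dog 2 (camera adjusted p = 0.064) or young PPB dog 3 (camera adjusted p = 0.12). Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.0095 to 0.55. Nor did it pass with the 3' minus 5' difference as a covariate (adjusted p = 0.2, median 0.10) or without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.15, median 0.20), chosen after seeing the data. The limma adjusted p of GAPDH for age averaged over diets was 0.019 without young APB dog 3 (0.019 to 0.93 over 29 alternatives).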

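PFKP, the platelet-type phosphofructokinase, was 6.12 ± 0.30 (SD, n = 3) in senior dogs fed PPB and 4.03 ± 0.91 (SD, n = 3) in young adult dogs fed PPB (log2 fold change 2.09, standard error 0.55, limma adjusted p = 0.66). Its age difference with APB lay below that with PPB by an interaction of -2.80 on the log2 scale (limma unadjusted p = 0.0054), the smallest interaction p among the paper's age genes with PPB. As the gene was picked on these dogs for its age difference with PPB, a low interaction p is in part built in. Its other tested probe set gave a log2 fold change of 1.21 with PPB.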

Expression of phosphofructokinase (PFKP), which plays a role in the glycolytic flux as the first committed step of glycolysis [16], was up-regulated (4.27 fold) in the liver of senior dogs fed PPB. Moreover, 6-phosphfructo-2-kinase/fructose-2,6-biphosphatase 3 (PFKFB3), which converts fructose-6-phosphate to fructose-2,6-bisphosphate [16], was also up-regulated (3.10 fold) in the liver of senior dogs fed PPB. 

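For PFKFB3, which makes and degrades an activator of phosphofructokinase, the value was 8.62 ± 0.91 (SD, n = 3) in senior dogs fed PPB and 6.98 ± 0.55 (SD, n = 3) in young adult dogs fed PPB (log2 fold change 1.63, standard error 0.43, limma adjusted p = 0.66). Averaged over both diets its log2 fold change was 1.01 (standard error 0.30, limma adjusted p = 0.29).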

Fructose-2,6-bisphosphate is a strong allosteric activator of PFKP to increase the rate of glycolysis, whereas it inhibits gluconeogenesis by decreasing activity of fructose-1,6-bisphophatase [16]. Moreover, increased concentrations of intracellular ATP are known to allosterically inhibit activity of PFKP [16]. We observed that the aged liver had a down-regulation (4.22 fold) of ATPase (ATP8A1) gene related to ATP synthesis. 

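ATP8A1, a phospholipid-transporting P-type ATPase of membranes, was 3.70 ± 0.42 (SD, n = 3) in senior dogs fed APB and 5.77 ± 0.44 (SD, n = 3) in young adult dogs fed APB (log2 fold change -2.08, standard error 0.42, limma adjusted p = 0.25). The interaction of age and diet was -2.09 on the log2 scale (limma unadjusted p = 0.0061), a p lowered by the choice of the gene for its age difference with APB in the same dogs. ATP8A1 had, for age with APB, a limma adjusted p of 0.059 without young APB dog 3 (0.059 to 0.76 over 31 alternatives). Its other tested probe set differed in the same direction with a limma unadjusted p of 0.0618.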

Overall, these observations suggest that hepatic glycolytic activity increases but gluconeogenic activity decreases in aged dogs and, therefore, possibly decreased hepatic glucose concentrations. Although it was not measured in this experiment, a reduction in hepatic glucose concentrations has been observed in aged mice [17]. Given the fact that liver is an important regulator of blood glucose concentrations, therefore, our observation in senior dogs suggests that aged liver may have a decreased capacity to maintain blood glucose homeostasis.

The down-regulation (2.26 fold) of glycogen synthase kinase-3 beta gene (GSK3B), which is known to inactivate glycogen synthase [18], in senior dogs fed APB may reflect increased rate of glycogenesis in the aged liver. 

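GSK3B was 6.32 ± 0.22 (SD, n = 3) in senior dogs fed APB and 7.49 ± 0.16 (SD, n = 3) in young adult dogs fed APB (log2 fold change -1.18, standard error 0.25, limma adjusted p = 0.25). Every senior dog fed APB lay below every young adult dog fed APB, a separation that chance gives in 10% of probe sets. Leaving out each dog in turn, its log2 fold change ranged from -1.26 to -1.05. With single dogs left out, the limma adjusted p of GSK3B for age with APB was 0.059 without young APB dog 3 (0.059 to 0.89 over 30 alternatives). Its other tested probe set gave a log2 fold change of -0.11.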

To our knowledge, however, increased glycogen synthesis or storage in the liver of aged individuals has not been reported, while a decrease in age-related hepatic glycogen storage was observed in aged mice [17]. Apart from its role in glycogen metabolism, it has been reported that hepatic expression of GSK3B declines with age in mice and this reduction is responsible for decreased regenerative ability of aged liver [19]. Therefore, decreased expression of GSK3B observed in this experiment may be more associated with a reduction in regenerative capacity of the liver rather than an increase in hepatic glycogen synthesis in senior dogs.

Senior dogs had greater amounts of hepatic total lipids, saturated fatty acids, and unsaturated fatty acids as compared to young adult dogs. This result was expected because increased hepatic lipid accumulation with age in humans and animals is a well known phenomenon [20], [21]. This response has been frequently associated with an increased risk of age-dependent liver diseases [22]. However, only a small number of genes (FADS3, RDH16, GBGT1, NPC1) involved in hepatic lipid metabolism were differentially expressed by age in this experiment.

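RDH16, a liver retinol dehydrogenase, rose in senior dogs fed PPB, at 12.98 ± 0.08 (SD, n = 3) in senior dogs and 11.73 ± 0.04 (SD, n = 3) in young adult dogs (log2 fold change 1.25, standard error 0.18, limma adjusted p = 0.0997). The call was lost with the number of the dog within its group as a block (limma adjusted p = 0.30), with no filter on dim probe sets (0.16), with the filter by highest mean (0.11), with the filter by highest single value (0.12), adjusted over the 4 group contrasts together (0.23), at an adjusted p under 0.05 (0.10), with a prior robust to outlier variances (0.12), in the 6 PPB arrays with the block (chosen after seeing the data) (0.14) and without senior APB dog 1 (0.24), senior APB dog 2 (0.22), senior APB dog 3 (0.23), senior PPB dog 2 (0.46), senior PPB dog 3 (0.31), young APB dog 1 (0.18), young PPB dog 1 (0.33), young PPB dog 2 (0.32) or young PPB dog 3 (0.16), and over 31 alternatives the adjusted p ranged from 0.0011 to 0.46. Its interaction of age and diet was -0.64 on the log2 scale (limma unadjusted p = 0.033), for a gene picked on these dogs by its age difference with PPB. Over the list of fatty acid and triglyceride synthesis, 7 of 12 measured genes lay above 0 in senior dogs averaged over both diets, with a median of 0.03 (limma camera adjusted p = 0.45). None of these genes passed over all probe sets in limma, with 1 at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. Genes of fatty acid oxidation and ketogenesis had a median of -0.28 (limma camera adjusted p = 0.34), with none past the threshold when adjusted over the list alone.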

Increased expression (4.91 fold) of fatty acid desaturase 3 (FADS3) in the aged liver may indicate the possibility of increased activity of de novo lipogenesis, although the liver is not the major de novo lipogenic organ in dogs [23]. It can be assumed that increased hepatic glycolytic activity observed in this experiment may accelerate the synthesis of citrate, the precursor for fatty acids and cholesterol biosynthesis [24], [25]. As a result, the activity of FADS3, which converts saturated fatty acids as the major end-products of de novo lipogenesis to monounsaturated fatty acids (e.g., oleic acids) as a main storage form in triglycerides [26], is expected to be increased. This may also explain why senior dogs had greater concentrations of hepatic lipids and monounsaturated fatty acids than young adult dogs.

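FADS3, a member of the fatty acid desaturase family, was 5.55 ± 0.85 (SD, n = 3) in senior dogs fed APB and 3.26 ± 0.53 (SD, n = 3) in young adult dogs fed APB (log2 fold change 2.30, standard error 0.60, limma adjusted p = 0.37). Once the 3' minus 5' difference was a covariate, the log2 fold change was 1.91. FADS3 was 2.64 in young APB dog 2, below 2.85, the level that every tested probe set reaches on 3 arrays, so the size of its fold is approximate. The limma adjusted p of FADS3 for age with APB was 0.087 without young APB dog 3 (0.087 to 1 over 30 alternatives).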

The down-regulation (2.05 fold) of Niemann-Pick disease type C1 (NPC1), as observed in senior dogs consuming APB, may also contribute to increased hepatic lipid concentrations in the aged dogs. 

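NPC1, the lysosomal cholesterol transporter, was 7.62 ± 0.29 (SD, n = 3) in senior dogs fed APB and 8.65 ± 0.22 (SD, n = 3) in young adult dogs fed APB (log2 fold change -1.04, standard error 0.23, limma adjusted p = 0.26). Another tested probe set of NPC1 gave 0.57. NPC1 had, for age with APB, a limma adjusted p of 0.062 without young APB dog 3 (0.062 to 0.75 over 30 alternatives). Of the list of cholesterol and lipid transport, 8 of 14 measured genes lay above 0 in senior dogs averaged over both diets. In limma no member passed over all probe sets, 3 had an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. The list's median was 0.05 and its mean -0.27, which differ in sign (limma camera adjusted p = 0.73).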

The NPC1 gene plays a role in the regulation of intracellular cholesterol trafficking and homeostasis, with its defect leading to an abnormal accumulation of cholesterol and other lipids in hepatic cells [27]. Although hepatic cholesterol concentrations were not measured in this experiment, increased blood cholesterol concentrations were observed in senior dogs [4]. Therefore, age-associated change in NPC1 expression and its effects on hepatic cholesterol concentrations may be a useful measure in future aging studies. 

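GBGT1 encodes the enzyme that completes the Forssman glycolipid. With APB it was 6.89 ± 0.12 (SD, n = 3) in senior dogs and 5.05 ± 0.66 (SD, n = 3) in young adult dogs, a log2 fold change of 1.84 (standard error 0.28, limma adjusted p = 0.15). In dogs fed PPB it rose from 4.72 ± 0.13 (SD, n = 3) in young adult dogs to 6.89 ± 0.27 (SD, n = 3) in senior dogs, a log2 fold change of 2.17 (limma adjusted p = 0.069). Averaged over both diets it rose by 2.00 (standard error 0.20, limma adjusted p = 0.011), and 6 of 6 senior dogs lay above every young adult dog. The interaction of age and diet was -0.32 (limma unadjusted p = 0.44). Within PPB the call was lost with the number of the dog within its group as a block (limma adjusted p = 0.16), with no filter on dim probe sets (0.14), adjusted over the 4 group contrasts together (0.14), at an adjusted p under 0.05 (0.069), in the 6 PPB arrays with the block (chosen after seeing the data) (0.14) and without senior APB dog 1 (0.19), senior APB dog 2 (0.16), senior APB dog 3 (0.16), senior PPB dog 2 (0.42), senior PPB dog 3 (0.29), young PPB dog 1 (0.19), young PPB dog 2 (0.32) or young PPB dog 3 (0.11), and over 31 alternatives the adjusted p ranged from 0.0016 to 0.42. In dogs fed APB it did not pass with all dogs. With single dogs left out, the limma adjusted p of GBGT1 for age with APB was 0.033 without young APB dog 1 and 0.011 without young APB dog 3 (0.011 to 0.47 over 30 alternatives).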

Interestingly, Forssman glycolipid synthetase (GBGT1) gene related to Forssman glycolipid biosynthesis was up-regulated in senior dogs consuming APB (3.59 fold) or PPB (4.49 fold). It has been reported that increased expression of GBGT1 reduces the susceptibility to microbial toxins (e.g., Shiga toxins) because Forssman glycolipids, which do not bind microbial toxins, are thought to inhibit the binding of toxin by replacing toxin-binding glycolipid [28]. It is not clear why aged canine liver had increased expression of GBGT1 gene, but deserves attention in future experiments.

In mammals, the liver is the central organ for xenobiotic metabolism. It is well-known that the ability to detoxify xenobiotics in the liver declines with age [1], [29], [30]. This lowered capacity of hepatic xenobiotic clearance is often associated with abnormal drug reactions and further increased risk of liver disease and cancer in the elderly [31]. 

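The annotation used here pairs no probe set with the symbol UGT2B15. A probe set annotated to UGT2B31, another glucuronosyltransferase of the same family, has an age fold in dogs fed PPB that equals the paper's value within 1%. The annotation does not pair it with UGT2B15. It was found by a search for folds equal to the paper's, so the match is not independent evidence. Enzymes of xenobiotic phase II had a median log2 fold change of -0.22 in senior dogs averaged over both diets, with 5 of 13 measured genes above 0 (limma camera adjusted p = 0.38). Over all probe sets none of its genes passed in limma, with 3 at an unadjusted p under 0.05, and 2 were lower when adjusted over the list alone. Phase I enzymes had a median of -0.09, with 7 of 23 above 0 (limma camera adjusted p = 0.35). Its genes included 7 at an unadjusted p under 0.05 in limma but none that passed over all probe sets, and 1 was higher and 2 lower when adjusted over the list alone.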

The UDP glucuronosyltransferase 2B15 (UGT2B15) gene was down-regulated (3.30 fold) in the liver of senior dogs fed PPB. This gene encodes glucuronosyltransferase that catalyzes glucuronidation in phase II reactions of xenobiotic metabolism and, therefore, its mutation increases abnormal drug metabolism and tumorigenesis [32]. Therefore, decreased expression of UGT2B15 in senior dogs may contribute to the decreased efficacy of hepatic xenobiotic metabolism with age. Glutathione-S-transferase pi 1 (GSTP1), which encodes glutathione-S-transferase (GST), was up-regulated in senior dogs fed APB (4.41 fold) or PPB (12.60 fold). 

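No probe set carries the symbol GSTP1 in the annotation used here. A probe set annotated to the locus LOC476006 has folds in both diets that equal the paper's values for GSTP1 within 1%. The annotation does not pair it with that symbol. It was found by a search for folds equal to the paper's, so the match is not independent evidence. This probe set was 11.58 ± 0.08 (SD, n = 3) in senior and 9.44 ± 1.02 (SD, n = 3) in young adult dogs fed APB. In dogs fed PPB it rose from 8.27 ± 0.13 (SD, n = 3) in young adult to 11.92 ± 0.37 (SD, n = 3) in senior dogs, a log2 fold change of 3.66 (standard error 0.42, limma adjusted p = 0.039). Averaged over both diets the 3 probe sets of LOC476006 rose by 2.77, 2.90 and 2.87 (limma adjusted p = 0.011, 0.011 and 0.015). Within PPB the call for this probe set was lost with the number of the dog within its group as a block (limma adjusted p = 0.16), in the 6 PPB arrays with the block (chosen after seeing the data) (0.14) and without senior APB dog 1 (0.13), senior APB dog 2 (0.11), senior PPB dog 2 (0.32), senior PPB dog 3 (0.29), young PPB dog 1 (0.11) or young PPB dog 2 (0.24), and over 31 alternatives the adjusted p ranged from 0.00019 to 0.32.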

The GST gene plays an important role in the clearance of cellular xenobiotics, carcinogens, [33] and defense against oxidative stress [34]. It is likely that increased expression of GSTP1 gene in the liver of aged dogs may reflect a physiological adaptation to an increase in xenobiotic loads and oxidative stress with age. To our knowledge, however, no experiments have reported an age-associated increase in hepatic GSTP1 expression, although it is reported that GSTP1 expression and GST activity in normal colonic mucosa increased with age in female adults [35]. Further research is required to explore age-related GSTP1 regulation on hepatic xenobiotic metabolism and oxidative stress.

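NCOA2, a nuclear receptor coactivator, was 5.79 ± 0.26 (SD, n = 3) in senior dogs fed APB and 7.81 ± 0.63 (SD, n = 3) in young adult dogs fed APB (log2 fold change -2.03, standard error 0.41, limma adjusted p = 0.25), and its log2 fold change with PPB was -1.58 (limma adjusted p = 0.66). INPP1, a phosphatase of inositol phosphates, was 4.81 ± 0.26 (SD, n = 3) in senior dogs fed APB and 6.42 ± 0.33 (SD, n = 3) in young adult dogs fed APB (log2 fold change -1.61, standard error 0.28, limma adjusted p = 0.15). LIFR, the receptor of leukemia inhibitory factor, had a log2 fold change of -1.26 with APB, -1.03 with the 3' minus 5' difference as a covariate. Without young APB dog 3 the limma adjusted p for age with APB was 0.056 for NCOA2 (0.056 to 0.58 over its alternatives) and 0.012 for LIFR (0.012 to 1 over its alternatives). INPP1 had, for age with APB, a limma adjusted p of 0.014 without young APB dog 3 and 0.077 without young PPB dog 1 (0.014 to 0.69 over 30 alternatives). The other tested probe sets gave -2.25 with APB and -0.87 with PPB for NCOA2 and 0.78 with APB for LIFR. That of LIFR had a mean of 2.63 in young adult dogs fed APB, below 2.85, the level that every tested probe set reaches on 3 arrays. The size of its fold is therefore not resolved.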

There were numerous age-associated alterations in genes related to signaling transduction, such as RAS (RASGRP1), TGF-β (FST, THBS1), androgen receptor (NCOA2), and phosphatidylinositol (INPP1) pathways. Therefore, modification of intracellular signaling pathways may be an integral part of the aging process in the liver. The signaling pathways mentioned above are associated with inflammation and immune response in the liver. RASGRP1 is involved in the development and activation of several immune cell types [36], [37]. Up-regulated RASGRP1 expression (2.63 fold), as observed in senior dogs consuming PPB, may be related to increased inflammatory response as is frequently observed with aging [31]. 

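RASGRP1, a guanine nucleotide exchange factor of lymphocytes, was 7.27 ± 0.28 (SD, n = 3) in senior dogs fed PPB and 5.88 ± 0.18 (SD, n = 3) in young adult dogs fed PPB (log2 fold change 1.39, standard error 0.37, limma adjusted p = 0.66). Its interaction of age and diet was -0.88 on the log2 scale (limma unadjusted p = 0.12).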

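FST, which binds and neutralizes activin, was 4.14 ± 0.68 (SD, n = 3) in senior dogs fed APB and 6.57 ± 0.62 (SD, n = 3) in young adult dogs fed APB (log2 fold change -2.43, standard error 0.49, limma adjusted p = 0.25). With PPB it was 3.63 ± 0.26 (SD, n = 3) in senior dogs and 5.53 ± 0.85 (SD, n = 3) in young adult dogs (log2 fold change -1.90, standard error 0.49, limma adjusted p = 0.66). The other tested probe sets of FST gave -0.62 and -0.40 with APB and -0.56 and -0.45 with PPB. With single dogs left out, the limma adjusted p of FST for age with APB was 0.02 without young APB dog 3 (0.02 to 1 over 31 alternatives). Without young APB dogs 1 and 2 the log2 fold change with APB was -1.72. Of the list of TGF-beta and activin signalling, 5 of 9 measured genes lay above 0 averaged over both diets (limma camera adjusted p = 0.51), with a median of 0.03 and a mean of -0.18, which differ in sign. None of these genes passed over all probe sets in limma, with 3 at an unadjusted p under 0.05, and 2 were lower when adjusted over the list alone.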

Senior dogs fed APB (5.39 fold) or PPB (3.73 fold) had decreased expression of follistatin (FST) that has been related to various cellular processes such as cell development, wound healing, apoptosis, and immune response by antagonizing activin activity in the TGF-β signaling pathway [38]. It is suggested that the decreased ability of FST to neutralize activin activity may lead to an increased risk of hepatic pathogenesis such as chronic inflammation and fibrosis [39]. Likewise, the decreased expression (4.28 fold) of thrombospondin 1 (THBS1), as observed in senior dogs fed APB, may also indicate the predisposition of the liver to inflammation and fibrosis with age because THBS1, a mediator of TGF-β signaling pathway, has been implicated in attenuating inflammatory response and fibrosis by limiting angiogenesis in the heart [40]. However, the role of TGF-β signaling pathway in hepatic inflammation and fibrosis remains speculative.

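THBS1, a matrix glycoprotein that activates TGF-beta, was 8.98 ± 0.67 (SD, n = 3) in senior dogs fed APB and 11.08 ± 0.15 (SD, n = 3) in young adult dogs fed APB (log2 fold change -2.10, standard error 0.43, limma adjusted p = 0.25). The stellate cell and fibroblast markers lay lower as a list in senior dogs fed APB, with a median of -0.48 and 2 of 14 genes above 0 (limma camera adjusted p = 0.016 with a preset correlation, adjusted p = 0.67 with an estimated correlation). In limma no member passed over all probe sets, 3 had an unadjusted p under 0.05, and none passed when adjusted over the list alone. Decorin, DCN, had a log2 fold change of -1.60 (standard error 0.57, limma adjusted p = 0.47), and smooth muscle actin, ACTA2, of -1.03 (limma adjusted p = 0.5). After adjustment for the 3' minus 5' difference the median was -0.34, and without young APB dogs 1 and 2 it was -0.20. With PPB the list had a median of 0.19 (limma camera adjusted p = 0.45 with a preset correlation). Endothelial markers had a median of -0.28, with 1 of 5 genes above 0 (limma camera adjusted p = 0.44 with a preset correlation), which did not pass. The limma adjusted p of THBS1 for age with APB was 0.058 without young APB dog 3 (0.058 to 0.83 over 30 alternatives). Leaving out young APB dog 1 (camera adjusted p = 0.066) or young APB dog 3 (camera adjusted p = 0.058) ended the call of the stellate cell list. Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.0034 to 0.67. Nor did it pass without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.21, median -0.30), chosen after seeing the data.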

### Diet-associated alterations in gene expression

The liver is the central organ to metabolize dietary nutrients. It has been reported that hepatic gene expression profiles were affected by protein quality and quantity in rats [41]. Moreover, a greater concentration of lipids in the APB diet (22.6%) than in the PPB diet (11.2%) and different fatty acid composition between these 2 diets were expected to induce hepatic gene expression differentially. In this study, however, dietary treatment resulted in a relatively small number of gene expression changes (36 genes) with inconsistent patterns of gene expression (Figure 2). 

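Enzymes of the urea cycle, which disposes of nitrogen from protein, lay lower as a list with APB in young adult dogs, with 0 of 6 measured genes above 0 and a median of -0.81 (limma camera adjusted p = 0.0068 with a preset correlation, adjusted p = 0.75 with an estimated correlation). Over all probe sets none of its genes passed in limma, with 3 at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. CPS1, the entry enzyme of the cycle, had a log2 fold change of -1.48 (standard error 0.43, limma adjusted p = 0.48), and ASL, argininosuccinate lyase, of -1.05 (limma adjusted p = 0.49). With the 3' minus 5' difference of the control transcripts as a covariate the median was -0.22, and without young APB dogs 1 and 2 it was -0.18. The urea cycle list did not pass with the 3' minus 5' difference as a covariate (camera adjusted p = 0.25), a setting chosen after seeing the data. Without young APB dogs 1 and 2 and senior APB dog 2, also chosen after seeing the data, its median was -0.18. Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.00095 to 0.75. In senior dogs, stellate cell and fibroblast markers lay lower as a list with APB (median -0.28, limma camera adjusted p = 0.044 with a preset correlation, adjusted p = 0.66 with an estimated correlation). Its genes included 1 at an unadjusted p under 0.05 in limma but none that passed over all probe sets, and none passed when adjusted over the list alone. The median of the endothelial markers in senior dogs was -0.52, with 2 of 5 genes above 0 (limma camera adjusted p = 0.23 with a preset correlation), which did not pass. The stellate cell list did not pass without senior APB dog 3 (camera adjusted p = 0.17), senior PPB dog 2 (camera adjusted p = 0.38), senior PPB dog 3 (camera adjusted p = 0.064) or young PPB dog 1 (camera adjusted p = 0.062). Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.0025 to 0.66. Without young APB dog 3 the limma adjusted p for diet in young adult dogs was 0.026 for CPS1 (0.026 to 1 over its alternatives) and 0.079 for ASL (0.079 to 1 over its alternatives).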

The reason for this observation may be that both diets in this experiment were formulated to contain adequate amounts of dietary protein and essential amino acids for senior or young adult dogs. Furthermore, the lack of effect of dietary treatment on hepatic lipid composition and concentrations in this experiment may also explain why there were the small changes in diet-associated gene expression. Likewise, our previous experiment reported that hematology and blood metabolites involved in liver metabolism were not significantly affected by dietary treatment [4].

The APB diet contained a greater amount of animal-derived lipids high in saturated fatty acids and cholesterols, which are predisposing factors for liver abnormalities in the elderly [42], [43]. Therefore, we hypothesized that APB diet would affect gene expression changes to a greater extent in senior dogs than in young adult dogs. However, of 36 genes differentially expressed by dietary treatment, gene expression changes were more pronounced in young dogs (33 genes) than in senior dogs (3 genes), again suggesting the presence of age*diet interactions. 

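In senior dogs, 3 of 3 paper genes with a probe set had an unadjusted p under 0.005, and their adjusted p was 0.94 in limma. For 20 of the genes of young adult dogs the interaction of age and diet had an unadjusted p under 0.05. They were picked on these arrays for a diet difference in young adult dogs, so small interaction p values are built into the choice and are not independent evidence. MED28, a subunit of the Mediator complex, had an interaction of 2.25 on the log2 scale (limma unadjusted p = 0.016) and a diet log2 fold change of -2.24 in young adult dogs (standard error 0.54, n = 3 per diet). The control transcripts' 3' minus 5' difference was wider by 3.07 in young adult dogs fed APB than in those fed PPB. MED28 had, for diet in young adult dogs, a limma adjusted p of 0.0026 without young APB dog 3 (0.0026 to 1 over 31 alternatives). The other tested probe set of MED28 gave a diet difference of -0.07.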

The reason for this observation is not clear, but it is likely due to differences in feeding strategy between young adult and senior dogs. A restricted feeding method was used to maintain body weight of senior dogs in this experiment, which may attenuate the effects of diet on gene expression involved in hepatic metabolism because food restriction has been shown to result in an overall reduction in metabolic rate [10], [44].

Up-regulation of PDLIM3 (3.08 fold) and ALDH1A1 (2.18 fold) genes and down-regulation of MFSD2A gene (2.53 fold) were observed in the liver of senior dogs consuming APB. It is reported that ALDH1A1 expression was positively associated with hepatocyte cytotoxicity in response to saturated fatty acid insults [45]. Therefore, the observation for increased expression of ALDH1A1 gene may indicate that feeding animal-derived ingredient high lipids and saturated fatty acids to senior dogs increases incidence of hepatocyte damage and death. 

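PDLIM3, a muscle LIM protein of actin filaments, was 5.35 ± 0.67 (SD, n = 3) in senior dogs fed APB and 3.73 ± 0.20 (SD, n = 3) in senior dogs fed PPB (log2 fold change 1.62, standard error 0.33, limma adjusted p = 0.94). ALDH1A1, a retinaldehyde dehydrogenase, was 12.56 ± 0.40 (SD, n = 3) in senior dogs fed APB and 11.43 ± 0.29 (SD, n = 3) in senior dogs fed PPB (log2 fold change 1.13, standard error 0.30, limma adjusted p = 0.94). MFSD2A, a transporter of lysophospholipids, was 5.24 ± 0.20 (SD, n = 3) in senior dogs fed APB and 6.58 ± 0.40 (SD, n = 3) in senior dogs fed PPB (log2 fold change -1.34, standard error 0.32, limma adjusted p = 0.94). The interaction of age and diet had a limma unadjusted p of 0.035 for PDLIM3, 0.07 for ALDH1A1 and 0.047 for MFSD2A. These genes were picked on the same dogs for a diet difference at one age, which lowers the interaction p.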

Although MFSD2A gene is highly expressed in the liver [46], its role in liver metabolism has not been elucidated. A recent experiment reported that MFSD2A acts as a tumor suppressor in the lung by regulating expression of genes related to cell cycle and extracellular matrix [47].

Young dogs consuming the APB diet had a down-regulation of several genes associated with cellular metabolism of ATP (ATP5C1), branched chain amino acids (BCKDHB), carbohydrates (PDHX), lipids (ASAH1, HSD11B1), and xenobiotics (UGT2A1). Moreover, genes associated with signal transduction (YWHAE, MET, RAC1, PPP3CB, and HBP1) were also down-regulated in the liver of young dogs consuming APB. 

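ATP5C1, the gamma subunit of mitochondrial ATP synthase, was 7.32 ± 1.25 (SD, n = 3) in young adult dogs fed APB and 9.57 ± 0.33 (SD, n = 3) in young adult dogs fed PPB (log2 fold change -2.24, standard error 0.57, limma adjusted p = 0.48). ASAH1, the lysosomal acid ceramidase, had the log2 fold change -3.41 (standard error 0.91, limma adjusted p = 0.48), and PDHX, a pyruvate dehydrogenase component, -1.25 (limma adjusted p = 0.48). Adjusted for the 3' minus 5' difference, these were -1.34 for ATP5C1, -1.90 for ASAH1 and -1.08 for PDHX. From brightest to dimmest, the other tested probe sets gave 0.07, -2.13, -2.79 and -0.48 for ASAH1 and -0.15, 0.19 and 0.21 for ATP5C1. The mean of PDHX with APB, 2.79, lay below 2.85, the level that every tested probe set reaches on 3 arrays, so the size of its fold is not resolved. ASAH1 lay at 2.61 and 2.24 in young APB dogs 1 and 2, below that level as well, so neither of its folds is resolved. UGT2A1 has no probe set under that symbol in the annotation used here. When young APB dog 3 was left out the limma adjusted p for diet in young adult dogs was 0.0056 for ATP5C1 (0.0056 to 1 over its alternatives), 0.036 for ASAH1 (0.036 to 1 over its alternatives) and 0.027 for PDHX (0.027 to 1 over its alternatives).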

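YWHAE, a 14-3-3 adaptor protein, was 5.34 ± 2.37 (SD, n = 3) in young adult dogs fed APB and 9.36 ± 0.23 (SD, n = 3) in young adult dogs fed PPB (log2 fold change -4.02, standard error 1.08, limma adjusted p = 0.48). Its values in young APB dogs 1 and 2 were 3.86 and 4.08, and 8.08 in young APB dog 3. The log2 fold change was -1.74 for MET, the hepatocyte growth factor receptor, -1.27 for PPP3CB, a calcineurin subunit, and -1.11 for HBP1, a transcription repressor, each with a limma adjusted p of 0.48. Without young APB dogs 1 and 2 they were -1.28 for YWHAE, -1.27 for MET, -0.70 for PPP3CB and -0.44 for HBP1. Without young APB dog 3 the limma adjusted p for diet in young adult dogs was 0.0054 for YWHAE (0.0054 to 1 over its alternatives), 0.058 for MET (0.058 to 1 over its alternatives), 0.013 for PPP3CB (0.013 to 1 over its alternatives) and 0.0065 for HBP1 (0.0065 to 1 over its alternatives). The other tested probe sets gave 1.01 and 0.06 for YWHAE and -0.29 for PPP3CB. MET lay at 2.73 and 2.65 in young APB dogs 1 and 2, below 2.85, the level that every tested probe set reaches on 3 arrays, so the size of its fold is not resolved.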

The reason for this observation is not clear; however, it may be related to differences in nutrient intake and subsequent nutrient digestion between dogs fed APB and PPB. Based on our calculation using nutrient intake and nutrient digestibility from our previous experiment [4], young dogs fed APB digested 38% greater amount of lipids (32.3 vs. 22.0 g/d for APB vs. PPB) and 37% lower amount of protein (30.4 vs. 44.1 g/d for APB vs. PPB) as compared to young dogs fed PPB. Therefore, the decreased expression (3.72 fold) of BCKDHB, which encodes branched chain α-keto acid dehydrogenase required for branched chain amino acid catabolism, may be a consequence of a lower absorption of branched chain amino acids in young dogs fed APB. Moreover, the decreased gene expression (4.69 fold) of HSD11B1 (11β-hydroxysteroid dehydrogenase type 1) in young dogs fed APB may also be related to high fat intake and absorption. 

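BCKDHB was 5.22 ± 0.93 (SD, n = 3) in young adult dogs fed APB and 7.12 ± 0.04 (SD, n = 3) in young adult dogs fed PPB (log2 fold change -1.90, standard error 0.47, limma adjusted p = 0.48). Without young APB dogs 1 and 2 it was -0.87, and the probe set of the gene with the highest mean gave 0.21. BCKDHB had, for diet in young adult dogs, a limma adjusted p of 0.01 without young APB dog 3 (0.01 to 1 over 31 alternatives). Of the list of amino acid catabolism, 10 of 27 measured genes lay above 0 with APB (median -0.17, limma camera adjusted p = 0.17). None of these genes passed over all probe sets in limma, with 7 at an unadjusted p under 0.05, and 2 were higher and 1 lower when adjusted over the list alone.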

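HSD11B1, an abundant liver transcript, was 9.69 ± 0.93 (SD, n = 3) in young adult dogs fed APB and 11.91 ± 0.30 (SD, n = 3) in young adult dogs fed PPB (log2 fold change -2.23, standard error 0.54, limma adjusted p = 0.48). In young APB dog 3 it was 10.74, against 9.00 and 9.32 in young APB dogs 1 and 2. Taking the 3' minus 5' difference as a covariate, the log2 fold change was -1.20. With single dogs left out, the limma adjusted p of HSD11B1 for diet in young adult dogs was 0.016 without young APB dog 3 (0.016 to 1 over 30 alternatives).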

The HSD11B1 is an enzyme that converts 11-dehydrocorticosterone to active corticosterone (cortisol) and is highly expressed in liver and adipose tissue [48]. It has been reported that mice fed a high fat diet had decreased activity of HSD11B1 in the liver and adipose tissue, suggesting that its down-regulation may be an adaptive mechanism in response to high fat intake [48], [49].

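CAT, the peroxisomal catalase, was measured by 4 tested probe sets, which gave different values for the diet difference in young adult dogs. The one whose fold equals the paper's was 6.26 ± 0.61 (SD, n = 3) in dogs fed APB and 7.42 ± 0.20 (SD, n = 3) in dogs fed PPB (log2 fold change -1.15, standard error 0.29, limma adjusted p = 0.48). The brightest probe set was 13.59 ± 0.14 (SD, n = 3) with APB and 13.44 ± 0.25 (SD, n = 3) with PPB, a log2 fold change of 0.15. The other probe sets gave -2.45 and -0.65. SOD2, the mitochondrial superoxide dismutase, was 8.87 ± 0.29 (SD, n = 3) in dogs fed APB and 10.02 ± 0.37 (SD, n = 3) in dogs fed PPB (log2 fold change -1.15, standard error 0.30, limma adjusted p = 0.48), and its other tested probe set gave a log2 fold change of 0.27. Adjusted for the 3' minus 5' difference, the log2 fold changes of the probe sets whose folds equal the paper's were -0.84 for CAT and -0.88 for SOD2. Without young APB dogs 1 and 2 they were -0.48 for CAT and -0.82 for SOD2. Without young APB dog 3 the limma adjusted p for diet in young adult dogs was 0.0071 for CAT (0.0071 to 1 over its alternatives) and 0.054 for SOD2 (0.054 to 1 over its alternatives).

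**Figure D3:**
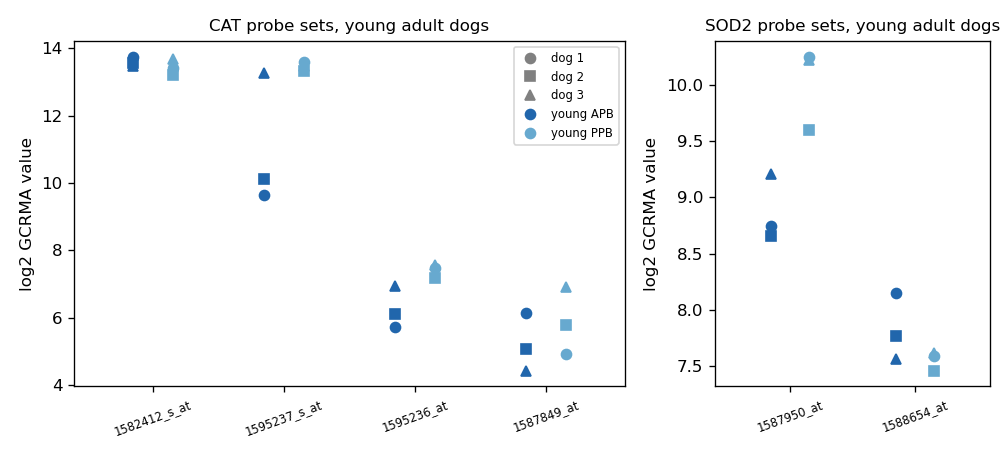
Log2 expression (vertical axes) of each tested probe set of CAT and SOD2 (horizontal axes) in young adult dogs, with 1 point per dog and the diets in separate colours. The diets overlap for the brightest probe set of CAT, where the group means are 13.59 and 13.44.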

The observation for decreased expression of genes associated with antioxidant enzymes, including superoxide dismutase (SOD2) and catalase (CAT) in the liver of young dogs fed APB, was surprising because high lipid and/or cholesterol intake, as observed in young dogs fed APB, is expected to increase hepatic oxidative stress concomitant with increased expression of genes related to antioxidant enzymes [50], [51], [52]. It has been reported that feeding diets containing high cholesterol and lipids to rabbits decreased SOD and CAT activities in the liver [53], [54]. Similar reduction in SOD activity was also observed in the kidney and vascular tissues of rats fed high lipid diets [55]. Taken together, it may be suggested that high lipid and/or cholesterol intake as occurs when consuming animal-derived ingredients, may decrease expression of genes related to antioxidant enzymes and subsequently increase oxidative stress in the liver.

Although statistical differences were detected in expression of several genes due to diet in young dogs, such changes may be of little pathological relevance to hepatic function because all young dogs remained healthy and had normal growth during the entire experiment. In addition, our previous observation for serum metabolites and hematology in young dogs fed APB vs. PPB indicates normal liver function in young adult dogs [4]. It is speculated, therefore, that the diet-associated modulation of hepatic gene expression observed in young dogs may be an adaptive mechanism in response to the distinct diet composition.

In conclusion, using canine microarray technology, we have identified global gene expression in the liver as affected by age and diet. Among transcriptional changes, more genes appeared to be altered by age as compared to diet, but age*diet interactions were also noted. Genes involved in cellular development, metabolism, and signaling transduction were differentially expressed by age and/or diet. 

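Macrophage markers lay higher as a list in senior dogs averaged over both diets, with 14 of 14 measured genes above 0 and a median log2 fold change of 0.70 (limma camera adjusted p = 7.9e-05 with a preset correlation, adjusted p = 0.55 with an estimated correlation). In limma no member passed over all probe sets, 5 had an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. The complement genes C1QA and C1QC had log2 fold changes of 1.46 (standard error 0.52, limma adjusted p = 0.35) and 1.37 (standard error 0.45, limma adjusted p = 0.33). Within dogs fed PPB the median of the macrophage markers was 1.07 (limma camera adjusted p = 9e-05 with a preset correlation, adjusted p = 0.74 with an estimated correlation). Over all probe sets none of its genes passed in limma, with 2 at an unadjusted p under 0.05, and none passed when adjusted over the list alone. Within dogs fed APB it was 0.51 (limma camera adjusted p = 0.038 with a preset correlation, adjusted p = 0.67 with an estimated correlation). None of its 14 measured genes had an unadjusted p under 0.05 in limma, so none passed over all probe sets, and none passed when adjusted over the list alone. The macrophage list with APB did not pass without senior APB dog 1 (camera adjusted p = 0.43), senior PPB dog 2 (camera adjusted p = 0.057), young APB dog 2 (camera adjusted p = 0.22) or young APB dog 3 (camera adjusted p = 0.076). Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.0092 to 0.72. Nor did it pass with the 3' minus 5' difference as a covariate (adjusted p = 0.26, median 0.57) or without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.065, median 0.75), chosen after seeing the data. Leaving out young PPB dog 2 (camera adjusted p = 0.075) ended the call of the macrophage list with PPB. Over 19 alternatives its adjusted p from camera or fry in limma ranged from 5.4e-08 to 0.74. For C1QA averaged over both diets the limma adjusted p without young APB dog 3 was 0.077 (0.071 to 0.9 over its alternatives). Adjusted for the 3' minus 5' difference, the median averaged over both diets was 0.73. Markers of T and NK cells, too few for a list test, lay higher as well, with a median of 0.47 with APB and 0.68 with PPB and 4 of 4 genes above 0. Of 30 lists tested, over all comparisons 11 tests passed with the preset correlation, and none passed with an estimated correlation or in fry.

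**Figure D4:**
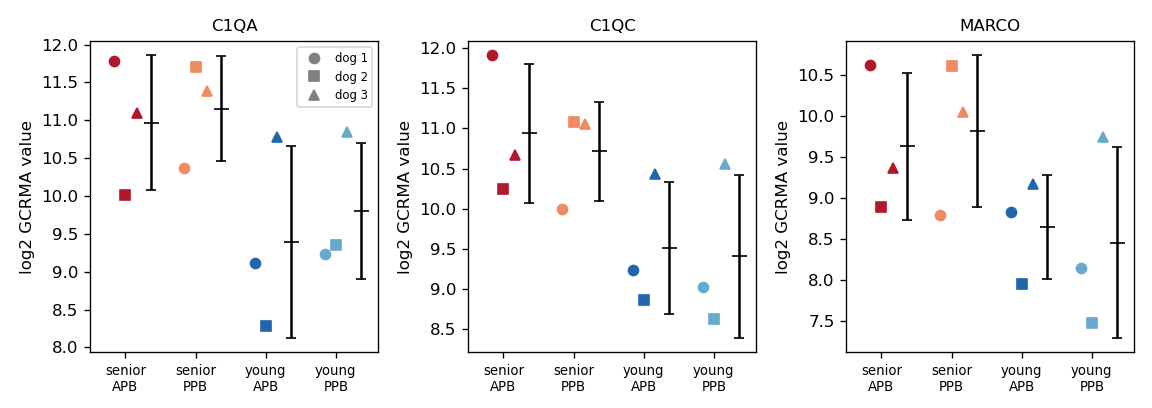
Log2 expression (vertical axes) of the macrophage markers C1QA, C1QC and MARCO for each dog by age and diet group (horizontal axes), with the group mean and SD in black. The ranges of senior and young adult dogs overlap for each of the 3 genes.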

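Acute phase and inflammation genes lay higher in senior dogs, with 21 of 23 above 0 and a median of 0.33 (limma camera adjusted p = 0.00061 with a preset correlation, adjusted p = 0.55 with an estimated correlation). None of these genes passed over all probe sets in limma, with 3 at an unadjusted p under 0.05, and none passed when adjusted over the list alone. The acute phase protein SAA1 had a log2 fold change of 2.41 (standard error 0.89, limma adjusted p = 0.36), and the chemokine CCL4 of 1.09 (limma adjusted p = 0.27). Within dogs fed APB the acute phase list had a median of 0.35 (limma camera adjusted p = 0.0074 with a preset correlation, adjusted p = 0.67 with an estimated correlation). In limma no member passed over all probe sets, 2 had an unadjusted p under 0.05, and none passed when adjusted over the list alone. The list did not pass without senior APB dog 1 (camera adjusted p = 0.39) or young APB dog 3 (camera adjusted p = 0.058). Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.00067 to 0.67. Nor did it pass with the 3' minus 5' difference as a covariate (adjusted p = 0.14, median 0.19), chosen after seeing the data. With PPB its median was 0.16 (limma camera adjusted p = 0.053 with a preset correlation), which did not pass. Adjusted for the 3' minus 5' difference, the median averaged over both diets was 0.18.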

In general, the gene expression changes in senior dogs suggest a propensity for liver disease and dysfunction because genes related to inflammation and oxidative stress were up-regulated, whereas genes related to regeneration and xenobiotic metabolism were down-regulated. Diet-induced gene expression changes were likely due to differences in feeding strategy between senior and young adult dogs, and in lipid concentrations between APB and PPB diet. In particular, genes encoding antioxidant enzymes were down-regulated in young adult dogs fed APB. This study, therefore, has highlighted hepatic alterations in global gene expression due to age and diet, providing a useful foundation for future research pertaining to age-dependent changes in hepatic physiology and pathogenesis, and nutritional intervention.

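The list of antioxidant enzymes had a median log2 fold change of -0.09 with APB in young adult dogs, with 11 of 25 measured genes above 0 (limma camera adjusted p = 0.64). Over all probe sets none of its genes passed in limma, with 5 at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. With the 3' minus 5' difference as a covariate the median was 0.16. Averaged over both diets the antioxidant enzymes lay higher in senior dogs, with 16 of 25 above 0 and a median of 0.25 (limma camera adjusted p = 0.035 with a preset correlation, adjusted p = 0.55 with an estimated correlation). Its genes included 5 at an unadjusted p under 0.05 in limma but none that passed over all probe sets, and 1 was higher when adjusted over the list alone. Leaving out senior APB dog 3 (camera adjusted p = 0.071) or young PPB dog 3 (camera adjusted p = 0.093) ended the call of the antioxidant list. Over 19 alternatives its adjusted p from camera or fry in limma ranged from 0.0026 to 0.55. Nor did it pass with the 3' minus 5' difference as a covariate (adjusted p = 0.062, median 0.13) or without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.062, median 0.17), chosen after seeing the data.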

## Materials and Methods

### Animals, diets and experimental design

All experimental procedures were approved by the University of Illinois Institutional Animal Care and Use Committee (IACUC #02056) prior to initiation of the experiment. All animal care, handling, and sampling procedures are detailed in Swanson et al. [4]. In short, 6 senior (average age = 11.1 y at baseline; Kennelwood Inc., Champaign, IL) and 6 young (8 wk at baseline; Marshall Farms USA, Inc., North Rose, NY) female beagles were randomly allotted to 1 of 2 dietary treatments for 12 months. One diet was an animal protein-based diet (APB) containing 28.0% crude protein (CP), 22.6% fat, and 4.8% total dietary fiber (TDF). The other diet was a plant protein-based diet (PPB) containing 25.5% CP, 11.2% fat, and 15.2% TDF. The APB diet was formulated with brewer's rice, chicken by-product meal, and poultry fat, while the PPB diet consisted mainly of corn, soybean meal, and wheat middlings. Specific details of these 2 dietary treatments were reported previously [4]. Both diets were formulated to meet or exceed all nutrient requirements for canine growth and maintenance according to the Association of American Feed Control Officials [56].

Young dogs were fed *ad libitum* to allow for adequate growth, whereas senior dogs were fed a restricted amount of the diet to maintain baseline body weight throughout the experiment. Senior dogs maintained body weight and a fairly constant food intake over the course of the experiment, consuming similar amounts of food (APB: 199.1 vs. 183.5 g dry matter/d; PPB: 250.4 vs. 235.2 g dry matter/d), energy (APB: 1071 vs. 987 kcal/d; PPB: 1190 vs. 1117 kcal/d), protein (APB: 55.7 vs. 51.4 g/d; PPB: 63.9 vs. 60.0 g/d), fat (APB: 45.0 vs. 41.5 g/d; PPB: 28.0 vs. 26.3 g/d), and fiber (APB: 9.6 vs. 8.8 g/d; PPB: 38.1 vs. 35.8 g/d) during the early (3 months after baseline) and late (10 months after baseline) stages of the experiment. Young dogs also had similar food (APB: 150.4 vs. 148.6 g dry matter/d; PPB: 225.6 vs. 237.7 g dry matter/d), energy (APB: 809 vs. 800 kcal/d; PPB: 1071 vs. 1129 kcal/d), protein (APB: 42.1 vs. 41.6 g/d; PPB: 57.7 vs. 60.6 g/d), fat (APB: 34.0 vs. 33.6 g/d; PPB: 25.3 vs. 26.6 g/d), and fiber (APB: 7.2 vs. 7.1 g/d; PPB: 34.3 vs. 36.1 g/d) intakes at the 3 and 10-month time points. Although similar food and macronutrient intakes were observed over time in young dogs, it occurred with much different body weights (6.2 kg at 3 months vs. 9.0 kg at 10 months). Therefore, macronutrient intake per kg body weight was much greater at 3 months, a period of rapid growth, than at 10 months when growth is much slower.

### Sample collection, RNA extraction, and microarray data analyses

After 12 months of experiment, dogs were fasted for 12 hours and euthanized using a lethal dose (130 mg/kg body weight) of sodium pentobarbital (Euthasol®, Virbac Corp., Fort Worth, TX). Liver tissue was immediately collected, flash frozen using liquid nitrogen, and stored at −80°C. Total cellular RNA was isolated from liver tissue using Trizol (Invitrogen, Carlsbad, CA). RNA concentration was measured using a ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and RNA integrity was verified on a 1.2% denaturing agarose gel.

The procedures for microarray data analyses were described previously by Swanson et al. [6]. In short, the prepared RNA samples were hybridized to Affymetrix GeneChip® Canine Genome Arrays (Affymetrix, Santa Clara, CA). After hybridization, chips were washed and stained with streptavidin-conjugated phycoerythrin dye (Invitrogen) enhanced with biotinylated goat anti-streptavidin antibody (Vector Laboratories, Burlingame, CA) utilizing an Affymetrix GeneChip® Fluidics Station 450 and GeneChip® Operating Software. Images were then scanned using an Affymetrix GeneChip® Scanner 3000. Of the 23,836 probe sets on the array, 13,778 probe sets were expressed in the liver tissue and were used to determine effects of age and diet on gene expression profiles. Functional classification was made by the database SOURCE (http://source.stanford.edu) [57]. All microarray data have been deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) archives (http://www.ncbi.nlm.nih.gov/geo).

### Liver lipid analyses

Lipid concentrations in the liver tissue were measured by gas chromatography [58]. In short, the liver tissue was homogenized using a Fisher Powergen Model 125 tissue homogenizer (Fisher Scientific, Hampton, NH). Internal standards and 0.1 g liver tissue were passed through hexane to extract the lipids. Fatty acid composition of the extracted lipids was measured using gas chromatography (Hewlett-Packard 5890A Series II) and external standards for identification and quantification.

### Statistical analysis

Individual animal was the experimental unit for all analyses. Differential expression of the microarray data was evaluated using the limma package [59]. A linear model for the four age x diet groups was fit for each probe set. Differences between groups were then extracted from the model as contrasts. An empirical Bayes “shrinkage” method was employed on the standard errors to improve power for small sample sizes [59]. Lastly, multiple test correction of P-values was done using the false discovery rate (FDR) method [60]. Gene transcripts having >2.0-fold change and FDR <0.10 were considered significantly different. Data for hepatic lipid concentrations were analyzed using the Proc Mixed procedure of SAS (SAS Inst, Inc., Cary, NC). A probability of P<0.05 was accepted statistically significant and 0.05<P<0.10 was considered as a trend for hepatic lipid concentrations.

How the deposited data were processed for this re-analysis (not part of the article)

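Liver samples of 12 female beagles were measured on Affymetrix canine expression arrays, 1 array per dog, with 3 dogs in each of 4 groups: senior or young adult dogs fed an animal protein-based (APB) or a plant protein-based (PPB) diet. The senior dogs were fed a restricted amount and the young adult dogs were growing and fed freely, so the age contrasts also contrast feeding regime and growth. They contrast suppliers too, since the paper names a different one for each age. The liver lipids and the quantitative PCR of the study are not analysed here.

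The deposited values are log2 values that the authors made with GCRMA, which corrects background by probe sequence, applies quantile normalization between arrays and summarises the probes to 1 value per probe set. The paper's text does not name the version of GCRMA. The deposited table holds 23913 probe sets, 77 of them controls, so the paper's restriction to probe sets expressed in liver was not applied before deposit. The paper's text does not give the rule of that restriction. Here the 23836 probe sets without controls were ranked by their third-highest value over the arrays, and the top 13778, the number the paper tested, were kept. Each of them reached 2.85 on the log2 scale on at least 3 arrays. No further normalization was applied.

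Probe sets were paired with gene symbols through the annotation of the array platform, and no genome coordinates were used. Of the probe sets, 10549 had exactly 1 gene symbol, 138 had several and 13149 had none, and 7323 of those tested had exactly 1. For a gene of the paper's tables with several probe sets, the one whose fold equals the paper's within 1% was taken, and the one of highest mean where none did. For other genes the probe set of highest mean was taken.

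A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes variances (residual degrees of freedom 8, prior degrees of freedom 1.32). The contrasts were age within each diet, diet within each age, their interaction, and age and diet averaged over the other factor. P values were adjusted by Benjamini-Hochberg within each contrast. A probe set was counted at an adjusted p under 0.1 and more than 2-fold, the thresholds of the paper. Lists of genes were tested with camera from limma with a preset correlation of 0.01 between genes, at an adjusted p under 0.05 over the lists of a contrast, on 1 probe set per gene, where at least 5 genes were measured. Of 34 lists with 821 genes, 419 genes were measured and 30 lists were tested. The camera test was repeated with an estimated correlation, and fry from limma was run as well. Correlations over the arrays and marker scores were tested by permutation, with up to 1e+05 permutations and the seed 1, and permutation tests were exact where all assignments could be listed. The tests of correlations and of marker scores were 2-sided. Counts were also made over other splits of the dogs into groups of the same sizes, all of them where 3 dogs stood against 3 and 100 otherwise.

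The genes named in the text were drawn by a fixed rule, and not every gene it covers is printed: every gene of the paper's tables, whose values had been seen in the paper; up to 8 genes per direction and contrast with the largest change among probe sets past the thresholds whose groups do not overlap; and up to 4 members with the smallest p of each list described. A gene outside the rule is named as such. Probe sets without a gene symbol are described by their values.

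The alternatives planned were: no filter on dim probe sets, or filters by the highest mean or single value; adjustment over all 4 group contrasts together; a stricter adjusted p of 0.05; no fold minimum; an empirical Bayes prior with an intensity trend or robust to outlier variances; only the 6 arrays of a comparison; quantile normalization or centring of the arrays; array weights; the number of the dog within its group as a block; leaving out each dog in turn; and for named genes the probe set of highest mean. For the lists these were an estimated correlation, fry, all probe sets of the genes, the block, no filter and leaving out each dog. After the data were seen, settings were added with the mean 3' minus 5' difference of the control transcripts as a covariate, without the arrays with the widest differences, with an unadjusted p under 0.005, and with the block in the arrays of dogs fed PPB alone. Array quality was checked from the quartiles of each array, the control transcripts, the correlations within groups and the principal components, and no array was left out of the values reported unless stated. For arrays, their number limits the precision. The model was tested on simulated data with known changes in 200 of 13778 probe sets.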

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

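The tests of RNA integrity, diet and cell shares in this part were chosen after the results were seen, with their bounds, the genes weighed together and the stellate cell markers as a comparison, while the contrasts, the tests of gene lists and Dixon's test were planned.

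Of 26 groups of 6 dogs looked at, the senior and the young adult dogs for each probe set past the thresholds and for the 3' minus 5' difference, 3 had a dog beyond the critical value of Dixon's test, where chance gives about 1 in 20 groups. A probe set without a gene name that was lower in senior dogs on both diets was 4.15 in senior APB dog 2 and 3.57 to 3.75 in the other senior dogs, a gap of 0.696 of the range. LOC607080 was 6.83 in young APB dog 1 and 3.33 to 4.25 in the other young adult dogs, a gap of 0.737 of the range. A probe set of GPM6A was 3.27 in young PPB dog 2 and 4.81 to 5.28 in the other young adult dogs, a gap of 0.765 of the range. For each of these 3 probe sets the senior and the young adult dogs did not overlap with these dogs included.

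The age difference of the stellate cell and fibroblast markers differed between the diets as a list (camera adjusted p = 0.0075 for the interaction with a preset correlation, adjusted p = 0.93 with an estimated correlation), with a median log2 difference of -0.55 and 3 of 14 genes above 0. The median of the list was -0.46 with the 3' minus 5' difference as a covariate and -0.25 without young APB dogs 1 and 2. Endothelial markers had a median of -0.81, with 0 of 5 genes above 0 (limma camera adjusted p = 0.21 with a preset correlation), which did not pass, so the difference is not shown to be one of stellate cells alone. The stellate cell list did not pass without senior APB dog 3 (adjusted p = 0.065) or senior PPB dog 2 (adjusted p = 0.17), with a range of 0.00031 to 0.93 over 19 alternatives. It also did not pass without young APB dogs 1 and 2 and senior APB dog 2 (adjusted p = 0.25, median -0.40), chosen after seeing the data.

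Probe sets without a gene name, which the paper does not name, were lower in senior dogs. The one with the largest change was 3.83 ± 0.30 (SD, n = 3) and 3.71 ± 0.04 (SD, n = 3) in senior dogs fed APB and PPB and 7.39 ± 0.24 (SD, n = 3) and 5.70 ± 0.36 (SD, n = 3) in young adult dogs, a log2 fold change of -2.78 averaged over both diets (limma adjusted p = 0.00013). It passed in each of 29 alternatives, with adjusted p of 9.9e-05 to 0.0089. Within dogs fed APB its call was kept in each of 30 alternatives, and within dogs fed PPB (log2 fold change -1.99, limma adjusted p = 0.039) it was lost with the number of the dog within its group as a block (limma adjusted p = 0.16), in the 6 arrays of the comparison (0.23), in the 6 PPB arrays with the block (chosen after seeing the data) (0.14) and without senior PPB dog 2 (0.32), senior PPB dog 3 (0.29) or young PPB dog 2 (0.21), and over 31 alternatives the adjusted p ranged from 0.0019 to 0.32. The next had a log2 fold change of -2.25 averaged over both diets (limma adjusted p = 0.086) and did not pass without senior APB dog 1 (0.19), senior APB dog 2 (0.12), senior APB dog 3 (0.17), senior PPB dog 2 (0.22), senior PPB dog 3 (0.25), young APB dog 1 (0.18), young PPB dog 1 (0.16) or young PPB dog 2 (0.22), with no filter on dim probe sets (0.19), adjusted over the 4 group contrasts together (0.18), at an adjusted p under 0.05 (0.086), with a prior robust to outlier variances (0.1), after quantile normalization (0.13), with the 3' minus 5' difference as a covariate (0.16), without young APB dogs 1 and 2 (0.12) or without young APB dogs 1 and 2 and senior APB dog 2 (0.14), the covariate and the settings without several dogs being chosen after seeing the data, with a range of 0.0094 to 0.25. The last had a log2 fold change of -1.55 in dogs fed APB (limma adjusted p = 0.019) and did not pass without senior APB dog 1 (0.17) or senior APB dog 3 (0.12), in the 6 arrays of the comparison (0.19), with the 3' minus 5' difference as a covariate (chosen after seeing the data) (0.12) or without young APB dogs 1 and 2 and senior APB dog 2 (chosen after seeing the data) (0.23), with a range of 0.0035 to 0.23. The annotation does not pair these probe sets with a gene.

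The diet differences of young adult dogs came with 3' minus 5' differences of the control transcripts of 9.21 and 8.80 in young APB dogs 1 and 2, which the paper does not report (it states that RNA integrity was checked on an agarose gel), against 3.37 to 4.93 in young adult dogs fed PPB. Between the senior dogs, 78.1% of the 32 genes of the paper (25) moved with this difference in the direction of the young diet groups, against 56.9% of all probe sets, and 11 of 36 assignments gave as high a share (exact p = 0.31), which left RNA integrity open. A further test was then added, with its counts already seen: the 3 splits that keep young APB dogs 1 and 2 together with a young PPB dog gave 131 to 252 probe sets at an unadjusted p under 0.005, against 119 for the real diet groups and 15 to 58 for the 6 splits that part these dogs. The median size of the genes was 1.56 on the log2 scale, 1.07 with the difference as a covariate and 0.88 without these dogs, which sets no limit on the part of RNA integrity, as the genes were picked on these arrays for groups that do not overlap. RNA integrity and diet cannot be told apart for these genes, since 1 of 3 young APB arrays had a difference within the range of the young PPB arrays.

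WFDC2, GBGT1, GPM6A, LOC607080 and LOC476006 were higher in senior dogs. With the 3' minus 5' difference as a covariate each kept at least 88.9% of its log2 change, the smallest share being that of GPM6A, which argues against RNA integrity as the whole cause. A larger share of bile duct cells would raise the other cholangiocyte markers as well, but the largest log2 change among 5 measured markers was 1.01 (SPP1, outside the naming rule and chosen after its values were seen, with a spread of 0.78) against 5.60 for WFDC2, which argues against it. The markers together were 0.358 higher (exact permutation p = 0.015, adjusted p = 0.075 over 5 marker lists; 0 are in another list and 0 in the paper's tables; the most abundant, EPCAM and TFF3, lay at 8.85 and 7.70), so a change of WFDC2 within these cells stays open. Age, feeding regime, growth and supplier, which differ together between these dogs, stay open as untested explanations.

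Macrophage markers, which the paper does not analyse, were higher in senior dogs as a list (camera adjusted p = 7.9e-05 with a preset correlation, adjusted p = 0.55 with an estimated correlation, 14 of 14 genes above 0, with 20 of 100 splits of the dogs giving as many lists), and their score was 0.771 higher (exact permutation p = 0.05, adjusted p = 0.12 over 5 marker lists). Their median was 0.70 (0 genes shared with another list and 0 with the paper's tables; the most abundant, CD5L and C1QA, lay at 11.58 and 10.33), and 0.73 with the 3' minus 5' difference as a covariate, which argues against RNA integrity as the cause. A lower share of hepatocytes would raise every other cell type's markers alike, but the change of the macrophage markers was 0.962 above that of the stellate cell markers (exact permutation p = 0.03 over 400 assignments), which argues against it as the whole cause. The other scores were 0.358 for cholangiocytes (exact permutation p = 0.015), -0.0248 for endothelial cells, -0.192 for stellate cells and 0.0368 for hepatocytes, while T and NK cell markers, too few to test, lay higher too (4 of 4 above 0, median 0.57). Whether senior livers may hold more macrophages or more immune cells in general, or macrophages that express more of these genes, was not tested. Age, feeding regime, growth and supplier stay open.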

How the results depend on the processing

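The settings with the 3' minus 5' difference, with arrays left out for it, with an unadjusted p and with the 6 arrays of dogs fed PPB alone were chosen after seeing the data, and the others were planned.

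With all dogs, 2 probe sets passed for age with APB, 7 for age with PPB, 8 for age on either diet, 0 for diet in senior dogs, 0 for diet in young adult dogs, 0 for diet at either age, 0 for the interaction, 10 for age averaged over diets and 0 for diet averaged over ages. At an unadjusted p under 0.05 in limma the contrasts with none had 405 for diet in senior dogs, 1347 for diet in young adult dogs, 499 for the interaction and 1151 for diet averaged over ages. Filters by highest mean or highest single value, no fold minimum, a prior robust to outlier variances and centring left each of these counts within 1.5 times, and so did the arrays of a comparison alone for the 4 group contrasts, where they were run. Without a filter on dim probe sets the counts were 3 for age with PPB and 4 for age on either diet, where more tests enter the adjustment. Adjusted over all 4 group contrasts together they were 3 for age with PPB, 4 for age on either diet, 1 for diet in young adult dogs and 1 for diet at either age. At an adjusted p under 0.05 they were 3 for age with PPB and 4 for age on either diet, as the stricter threshold requires. With an intensity trend they were 7 for age with APB, 13 for age on either diet, 1 for diet in young adult dogs and 1 for diet at either age, and after quantile normalization 3 for diet in young adult dogs and 3 for diet at either age. With array weights they were 30 for age with APB, 491 for age with PPB, 513 for age on either diet, 1 for diet in senior dogs, 759 for diet in young adult dogs, 760 for diet at either age, 455 for age averaged over diets and 579 for diet averaged over ages. For these settings apart from the stricter threshold the cause was not tested.

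Leaving out each dog in turn gave 1 to 854 for age with APB, 0 to 58 for age with PPB, 1 to 855 for age on either diet, 0 to 3 for diet in senior dogs, 0 to 960 for diet in young adult dogs, 0 to 960 for diet at either age, 0 to 178 for the interaction, 8 to 412 for age averaged over diets and 0 to 484 for diet averaged over ages, and 10 to 16 list tests. The highest probe set counts apart from diet in senior dogs and age with PPB came without young APB dog 3, when both young APB dogs left have wide 3' minus 5' differences, and the cause was not tested. For age with PPB and diet in senior dogs the highest came without senior PPB dog 1, and for the list tests without young PPB dog 1.

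With the number of the dog within its group as a block the counts were 0 for age with PPB, 2 for age on either diet and 20 for age averaged over diets. The number is the replicate number of the sample labels. Neither the labels nor the paper say that dogs of the same number belong together. Differences of dogs with the same number correlated for age with PPB (r = 0.46, 0.41 and 0.33), and age with APB and diet in senior or young adult dogs did not have all their values over 0.1, while the interaction and the averages were not tested for this. In the 6 arrays of dogs fed PPB with the block the count was 0. The cause was not tested.

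With the 3' minus 5' difference as a covariate the count was 1 for age with APB. Without young APB dogs 1 and 2 the counts were 25 for age with APB, 27 for age on either diet, 10 for diet in young adult dogs, 10 for diet at either age and 5 for the interaction, and without senior APB dog 2 as well 11 for age with APB, 15 for age on either diet, 8 for diet in young adult dogs, 8 for diet at either age and 5 for the interaction. These leave 1 young APB dog, which is assumed to vary like the other groups, and the cause was not tested. At an unadjusted p under 0.005 the counts were 164 for age with APB, 81 for age with PPB, 230 for age on either diet, 21 for diet in senior dogs, 119 for diet in young adult dogs, 139 for diet at either age, 33 for the interaction, 267 for age averaged over diets and 63 for diet averaged over ages, and with a 2-fold minimum 103 for age with APB, 50 for age with PPB, 138 for age on either diet, 5 for diet in senior dogs, 63 for diet in young adult dogs, 68 for diet at either age, 16 for the interaction, 118 for age averaged over diets and 15 for diet averaged over ages, as the looser threshold requires.

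Of the list tests, 11 passed with the preset correlation, 0 with an estimated correlation, 0 in fry, 19 with all probe sets of the genes and 19 without a filter, and the cause was not tested.

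The 150 results for 112 named genes had 4529 alternatives. Of these 4069 kept direction and side of the threshold, 110 no longer passed, 337 passed only in the alternative (65 with array weights, 76 without young APB dog 3 and 87 at each looser threshold) and 13 reversed. All 13 reversals came with the probe set of highest mean of the gene. For age with APB the log2 fold changes were then -0.56 for RPL6, -0.44 for TERF2IP, 1.29 for CXADR, 0.0932 for GOLIM4 and 0.0459 for LGALS8. For diet in young adult dogs they were -1.24 for GOLIM4, 0.16 for TARDBP, 0.21 for BCKDHB, 0.0681 for ASAH1, 0.15 for CAT, 0.0569 for RAB18, 0.34 for MPDZ and 0.50 for TERF2IP. The cause was not tested.

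The array medians of all probe sets were 2.95 to 3.06, and the dimmest probe sets tested reach 2.85 on 3 arrays, so differences of probe sets at that level are limited by the background.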

Differences from the paper's values

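The settings with an unadjusted p, with the 3' minus 5' difference as a covariate, without young APB dogs 1 and 2 and with the block in the arrays of dogs fed PPB alone were chosen after seeing the values, and the other alternatives were set before the data were examined.

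For the probe sets altered by age at more than 2-fold and an adjusted p under 0.1, the paper's thresholds, the values were the paper's 234 against 8 in all, the paper's 76 against 6 higher in senior dogs and the paper's 158 against 2 lower. For the probe sets altered by diet they were the paper's 137 against 0 in all, the paper's 65 against 0 higher with APB and the paper's 72 against 0 lower. None of the alternatives set before the data were examined came within 1.5 times of the paper's values. With array weights 513 probe sets passed for age and 760 for diet, and without young APB dog 3 855 and 960.

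For the annotated genes altered by age the values were the paper's 53 against 4 in all, the paper's 25 against 4 higher in senior dogs and the paper's 28 against 0 lower. For the annotated genes altered by diet they were the paper's 36 against 0 in all, the paper's 9 against 0 higher with APB and the paper's 27 against 0 lower. By group they were the paper's 38 against 0 for age with APB, the paper's 21 against 4 for age with PPB, the paper's 33 against 0 for diet in young adult dogs and the paper's 3 against 0 for diet in senior dogs. For the annotated genes altered by age that were higher in senior dogs and for the annotated genes altered by age in dogs fed PPB, the alternative without senior PPB dog 1 lay within 1.5 times of the paper's value, with 18 and 25 genes. The other alternatives for these counts, and all of those for the other gene counts, still differed.

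At an unadjusted p under 0.005 with no fold minimum, a setting chosen after seeing the values because its counts lie near the paper's, 230 probe sets differed by age (74 higher and 156 lower) and 139 by diet (66 higher and 73 lower), and it drops 0 of the paper's genes with a probe set for age with APB, 1 for age with PPB, 0 for diet in young adult dogs and 0 for diet in senior dogs. It does not use the paper's stated thresholds. The age and the diet count each join 2 contrasts, and chance alone gives 68.9 in each contrast. The single contrasts had 164 for age with APB, 81 for age with PPB, 21 for diet in senior dogs and 119 in young adult dogs. With the 2-fold minimum as well, also chosen after seeing the values, the counts were 138 for age and 68 for diet, with the same numbers of the paper's genes dropped.

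Of the paper's genes with a probe set, 0 of 36 passed for age with APB, 2 of 18 for age with PPB, 0 of 32 for diet in young adult dogs and 0 of 3 for diet in senior dogs. Without young APB dog 3 the numbers were 33, 3, 32 and 0, and with array weights 11, 16, 31 and 0. For age with APB other settings gave 1 without young APB dogs 1 and 2 (chosen after seeing the values), with arrays centred on their median, in the 6 arrays of the comparison, without senior PPB dog 1, without senior PPB dog 2, without young APB dog 1 or without young PPB dog 1, 4 with an intensity trend and 2 without young PPB dog 2. For age with PPB they gave 2 with the 3' minus 5' difference as a covariate (chosen after seeing the values), without young APB dogs 1 and 2 and senior APB dog 2 (chosen after seeing the values), with an intensity trend, with no fold minimum, in the 6 arrays of the comparison, after quantile normalization or without young APB dog 2, 3 without young APB dogs 1 and 2 (chosen after seeing the values) or with arrays centred on their median, 1 with a prior robust to outlier variances, with the filter by highest mean, with the filter by highest single value or without young APB dog 1 and 6 without senior PPB dog 1, and 0 in the 6 PPB arrays with the block (chosen after seeing the values), at an adjusted p under 0.05, adjusted over the 4 group contrasts together, with no filter on dim probe sets, with the number of the dog as a block, without senior APB dog 1, without senior APB dog 2, without senior APB dog 3, without senior PPB dog 2, without senior PPB dog 3, without young PPB dog 1, without young PPB dog 2 or without young PPB dog 3. For diet in young adult dogs they gave 1 with an intensity trend, after quantile normalization or without young PPB dog 3. For diet in senior dogs no setting but those at an unadjusted p gave any.

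For LOC607467 in dogs fed PPB the paper's fold is 9.66 and the fold of its probe set was 1.04, and all alternatives still differed (a fold of LOC607467 of 1.02 to 1.17). That probe set lay at 2.77 to 2.93 on all 12 arrays, around 2.85, the level that every tested probe set reaches on 3 arrays. It is at background, so its fold is not resolved and cannot be set against the paper's value. For the other genes with a probe set the fold equals the paper's within the tolerance of 1%, 36 of 36, 17 of 18, 32 of 32 and 3 of 3 in the same order, where the probe set was picked by this match if a gene had several.

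The paper reasons that age and diet appear to interact because more genes differed by age with APB than with PPB. At its thresholds 2 probe sets passed with APB and 7 with PPB, while at an unadjusted p under 0.005 the counts were 164 with APB and 81 with PPB. Tested itself, the interaction had 0 probe sets past these thresholds in limma, with 499 at an unadjusted p under 0.05.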

Other observations

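The counts over other splits of the dogs and the test on simulated data were planned, and the reading of single splits was chosen after the counts were seen.

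Chance is not excluded for the age counts over both diets. For age on either diet 11 of 100 splits gave as many as the real 8 (highest other 743), and for age averaged over diets 9 of 100 splits gave as many as the real 10 (highest other 233), with 100 of 200 possible splits drawn. For diet at either age, diet averaged over ages and the interaction the real count was 0, which every split reaches (100, 100 and 100 of 100), so the splits test nothing there. Their highest other counts were 19, 21 and 232. The splits that call many times the real count point to a structure of the samples other than age and diet.

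With 3 dogs against 3 there are too few splits for a share under 0.05. For age with APB 2 of 10 splits gave as many as the real 2 (highest other 670), and the highest parts senior APB dogs 1 and 3 and young APB dog 3, the APB arrays with the narrowest 3' minus 5' differences, from the rest, which points to a structure of the samples. For age with PPB 1 of 10 splits gave as many as the real 7 (highest other 5), and with the number of the dog as a block the real count was 0. For diet in senior and in young adult dogs the real count was 0, which all 10 splits reach at either age, so they test nothing, and the highest others were 3 and 4.

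For the tests of gene lists, 20 of 100 splits gave as many as the real 4 (highest other 9) for age averaged over diets and 76 of 100 splits gave as many as the real 1 (highest other 9) for the interaction, so chance is not excluded for these numbers of lists. With 3 dogs against 3 the splits are too few for a share under 0.05: 6 of 10 splits gave as many as the real 3 (highest other 6) for age with APB, 5 of 10 splits gave as many as the real 1 (highest other 8) for age with PPB, 9 of 10 splits gave as many as the real 1 (highest other 7) for diet in senior dogs and 7 of 10 splits gave as many as the real 1 (highest other 4) for diet in young adult dogs.

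On simulated data with 200 changed probe sets, the contrast of 3 dogs against 3 called 82.1% of those changed 4-fold and 92.5% of those changed 8-fold, with 14 unchanged probe sets called. The average over diets called 95.5% at 4-fold, with 6 unchanged ones. A planted change of 1 list passed (camera adjusted p = 2.1e-15) and 0 other lists did. These values hold for the simulated data. They do not show that the preset correlation suits these arrays, where no list passed with an estimated correlation.

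Between arrays of the same group the correlation over the probe sets was 0.94 to 0.982, and between groups 0.873 to 0.986. The weights estimated for the arrays ranged from 0.281 in young APB dog 3 to 7.03 in senior PPB dog 3.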
